# Identification of genome-wide binding sites of heat shock factor 1, Hsf1, under basal conditions in the human pathogenic yeast, *Candida albicans*

**DOI:** 10.1186/s13568-018-0647-7

**Published:** 2018-07-16

**Authors:** Remya Nair, Nitesh K. Khandelwal, Md. Shariq, Archana K. Redhu, Naseem A. Gaur, Shamim Shaikh, Rajendra Prasad

**Keywords:** Hsf1 (Heat shock factor 1), Iron, Drug resistance, Heat shock, Chaperones, Motif and *Candida albicans*

## Abstract

The master regulator of thermal stress response, Hsf1, is also an essential determinant for viability and virulence in *Candida albicans*. Our recent studies highlighted that apart from ubiquitous roles of Hsf1 at higher temperatures, it also has myriad non-heat shock responsive roles essential under iron deprivation and drug defense. Here, we further explored its implications in the normal cellular functioning, by profiling its genome-wide occupancy using chromatin immuno-precipitation coupled to high-density tiling arrays under basal and iron deprived conditions. Hsf1 recruitment profiles revealed that it binds to promoters of 660 genes of varied functions, under both the conditions, however, elicited variability in intensity of binding. For instance, Hsf1 binding was observed on several genes of oxidative and osmotic stress response, cell wall integrity, iron homeostasis, mitochondrial, hyphal and multidrug transporters. Additionally, the present study divulged a novel motif under basal conditions comprising, -GTGn_3_GTGn_3_GTG- where, Hsf1 displays strong occupancy at significant number of sites on several promoters distinct from the heat induced motif. Hence, by binding to and regulating major chaperones, stress responsive genes and drug resistance regulators, Hsf1 is imperative in regulating various cellular machineries. The current study provides a framework for understanding novel aspects of how Hsf1 coordinates diverse cellular functions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13568-018-0647-7) contains supplementary material, which is available to authorized users.

## Introduction

Survival of a pathogen within the host relies on its ability to proficiently respond to various environmental stimuli it encounters. Microorganisms are perennially challenged with varied forms of stresses spanning from oxidative, osmotic, thermal, pH stress to nutrient limitation (Lafayette et al. 2010). Sensing temperature fluctuations and initiating the appropriate response is known to be a critical attribute of virulence in several pathogens (Leach and Cowen 2013). Response to heat shock is one of the fundamentally vital processes that has been highly conserved from yeasts to humans (Nicholls et al. 2011). On exposure to sudden thermal transitions, the cells are programmed to promptly induce the expression of molecular chaperones and other classes of proteins, which work in coordination to protect the cell from cellular damage, induced by heat shock (Leach et al. 2012). In eukaryotes, the evolutionarily conserved heat shock transcription factor 1 (Hsf1), a client protein of Hsp90, is the master regulator of thermal stress response and is established to activate heat shock proteins (HSPs) via canonical heat shock elements (HSEs) in their promoters.

Heat shock response in the human pathogen, *Candida albicans* is controlled mainly by the essential transcription factor, Hsf1 in co-ordination with the heat shock induced chaperones, chiefly Hsp90. Hsf1 in concert with Hsp90 has been recently established to modulate global transcriptional responses to stress via alterations in nucleosome architecture (Leach et al. 2016). *C. albicans* although is obligately associated with warm-blooded animals, has still retained a heat shock response and hence, may be presumed to have some other functions under basal conditions as well. The underpinnings that the molecular chaperone, Hsp90 majorly orchestrates stress response signaling and also that compromising Hsp90 function renders cells more responsive to antifungal treatment has been widely established (Cowen 2009). While experimental evidences reinforced the role of Hsf1 not only in the modulation of protein folding in response to heat stress but also under basal conditions (Nicholls et al. 2009). Additionally, apart from its response to thermal stress, Hsf1 is currently associated with additional roles in viability likely due to its role in enabling core gene expression programs, drug response, virulence, filamentation and also iron deprivation mediated response at non-heat shock conditions (Nicholls et al. 2011; Nair et al. 2017). This defines an interconnected transcriptional network at the crossroads between stress responses, cellular integrity, and iron metabolism. Hence, the essentiality of this heat shock factor could be presumed not only to be restricted to the heat shock mediated roles.

Recently, in an attempt to explore the fungicidal effect of a plant alkaloid, berberine, we identified Hsf1 mutant to be most responsive to berberine treatment. Additionally, the mutant also influenced susceptibility of *C. albicans* cells to different drugs with distinct targets (Dhamgaye et al. 2014). While exploring its additional phenotypes under basal conditions, we further established an intricate relationship between cellular iron and Hsf1 mediated drug susceptibility of *C. albicans*. Further, the conditional mutant at room temperature, displayed lower cellular iron pool, leading to enhanced drug susceptibility, dysfunctional mitochondria, and compromised cell wall integrity (Nair et al. 2017). In the present study, we harness chromatin immuno-precipitation coupled to high-density tiling arrays under basal and iron deprived conditions to identify distinct binding sites of Hsf1 in *C. albicans* genome. We identify genes of diverse functions bound by Hsf1 under basal temperatures in both basal and iron deprived conditions. Detailed analysis also led us to identify a novel motif, -GTGn_3_GTGn_3_GTG- where Hsf1 showed strong occupancy at a significant number of sites on several promoters. Additionally, we unravel several iron responsive genes which house Hsf1 binding sites, hence supporting our previous observation that Hsf1 is necessary for cell survival at iron deprivation conditions. The study further highlights Hsf1 role under basal conditions, emphasizing its unconventional roles.

## Materials and methods

### Materials

The growth media YEPD (yeast extract/peptone/dextrose) was purchased from HiMedia (Mumbai, India). BPS (Bathophenanthroline disulfonate), poly l-lysine, tris base, Triton-X 100, NaCl, EDTA and sorbitol were purchased from Sigma chemicals Co. (St. Louis, MO) and ethanol from Merck Millipore. FITC Goat Anti-Rabbit IgG was procured from BD Biosciences, Haryana, India. DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride) was purchased from Life technologies, Delhi, India. Polyclonal anti-Hsf1 antibody used in this study was raised by us previously and checked for specificity (Nair et al. 2017).

### Strains and growth

*Candida albicans* wildtype strain SC5314 *Candida albicans* (ATCC^®^ MYA2876™) was grown in YEPD medium (1% yeast extract, 2% peptone, and 2% dextrose) with and without 150 μM iron chelator BPS in 30 °C incubator at 200 rpm for routine experimental purposes. The wildtype cells under basal conditions without iron deprivation are denoted as BPS (−), while cells treated with BPS are denoted as BPS (+) (or iron deprived) throughout the manuscript.

### ChIP-chip amplification, labeling, hybridization and data analysis

ChIP (Chromatin immuno-precipitation) experiments were performed as previously described (Shukla et al. 2011). In brief, 15 ml of cultures of wildtype [BPS (−)] and iron deprived cells [BPS (+)] were grown till 1 O.D_600_ in YEPD medium. Cells were cross-linked with 1% formaldehyde for 20 min at room temperature. 125 mM glycine was used to quench the cross linking reaction. Cells were then washed twice with ice cold TBS (Tris Buffered Saline: 20 mM Tris–Cl, pH 7.5, containing 150 mM NaCl). After wash, the cells were re-suspended in Zymolyase buffer (50 mM Tris, pH 7.4, 10 mM MgCl_2_, 1 M sorbitol, and 30 mM DTT) containing Zymolyase 20T (Seikagaku Corporation, Japan) at a concentration of 20 μg/ml and incubated for 2 h at 30 °C for the formation of spheroplasts. Spheroplasts were washed twice with cold TBS containing 1 M sorbitol. It was further re-suspended in ChIP lysis buffer (50 mM HEPES–KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% sodium deoxycholate, and 1 mM PMSF). SDS was added at a final concentration of 0.5% and then the cells were sonicated for 25 s at amplitude of 6 for seven cycles. After sonication, cell suspensions were centrifuged and termed soluble total chromatin (STC). The size of the fragmented chromatin (approximate size ~ 250 to ~ 500 bp) was visualized on 1% agarose gel. A sample of 10% STC, referred to as input DNA, was stored at 20 °C until further use. STC was diluted 5 times with ChIP lysis buffer and pre-cleared with pre-immune serum (negative control). After pre-clearing, anti-Hsf1 antibody was added at a final concentration of 2–5 μg and incubated overnight. The next day, 20 μl packed volume of protein-A agarose beads was added, bound immune complexes were precipitated and washed twice with ChIP lysis buffer, TSE 150 (50 mM Tris–Cl, pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 1 mM EDTA, pH 8.0, and 1 mM PMSF), TSE 500 (50 mM Tris–Cl, pH 8.0, 500 mM NaCl, 1% Triton X-100, 0.1% SDS, 1 mM EDTA, pH 8.0, and 1 mM PMSF), buffer III (10 mM Tris–Cl, pH 8.0, 1 mM EDTA, pH 8.0, 250 mM LiCl, 1% NP-40, and 1% sodium deoxycholate) and finally with TE (10 mM Tris–Cl, pH 8, and 1 mM EDTA, pH 8.0). The immuno-precipitated complexes were eluted in buffer containing 50 mM Tris–Cl, pH 7.5, 10 mM EDTA, pH 8.0, and 1% SDS at 65 °C overnight. The immuno-precipitated complexes and input DNA were treated with proteinase-K. The input and immuno-precipitated DNA were eluted in 100 and 70 μl TE buffer respectively that were used for ChIP-on-chip experiments.

To study the Hsf1 genome-wide association, ChIPed DNA purified by Qiagen PCR purification kit send to Genotypic technology Bengaluru, for linear amplification by LMPCR (ligation mediated polymerase chain reaction) and size distribution of amplified fragment (~ 250–500 bp) as well as yields were determined. LMPCR was carried out by using 200 ng of input and immuno-precipitated DNA was blunted at 12 °C for 20 min using T4 DNA polymerase as per the Mammalian ChIP-on-chip Protocol Version 10.1 of Agilent Technologies. The blunted DNA was cleaned by phenol:chloroform extraction and the precipitated DNA was re-suspended in 25 μl of water. The entire DNA was ligated to linkers overnight. The linker-ligated DNA was subjected to two rounds of LMPCR and the product was precipitated and re-suspended in 25 μl of water. 2 μg of input, ChIPed or immuno-precipitated DNA were labeled using Agilent Genomic DNA labeling kit PLUS and Cy3 (for ChIPed or immuno-precipitated DNA) or Cy5 (for input DNA) dUTP from Agilent. Using Nano Drop spectrophotometer, the DNA yield and incorporation of label (specific activity) was measured. Labeled DNA were hybridized at 65 °C for 24 h to Agilent 60 mer oligonucleotides. Hybridized arrays were scanned using high throughput Agilent scanner with “SureScan” technology, and process through automated feature extraction using Agilent feature extraction software. The binding profiles were represented as normalized log ratios after quantification and normalization of the signals (ChIPed-DNA or immuno-precipitated DNA/input DNA). Normalization of data and statistical analysis were performed using Agilent’s DNA analytics software (Agilent genomic workbench lite edition 6.5; ChIP-on-chip application, and Microsoft excel). Normalization methods used were median blanks subtraction and intra-array (intensity-dependent) LOWESS normalization. In blanks subtraction normalization for each channel (IP or input) of each replicate of each array, the median of the intensities of the blank spots is subtracted from each intensity on that replicate. As in all normalization steps, any negative signal intensities that result will cause the probe to be flagged as ‘excluded.’ Intra-array normalization attempts to correct for artifacts caused by nonlinear rates of dye incorporation, as well as inconsistencies in the relative fluorescence intensity between some red and green dyes. The LOWESS (locally weighted scatter plot smoothing) algorithm normalizes the channels within each array using a nonlinear polynomial fit to the data, and effectively normalizes by probes and by arrays. Whitehead per-array neighborhood model was used to detect the protein-DNA binding event in DNA Analytics software (DNA analytics detects robust peaks of probe signal corresponding to binding events). This method uses the distribution of all probes on each array to compute robust regions of increased probe signal (termed ‘peaks’). The algorithm does this by examining groups of probe triplets, which are significantly enriched, yielding robust binding event detection. The Whitehead model samples every probe and its immediate upstream or downstream neighboring probe to identify a robust estimate of the location of bound protein (Shariq et al. 2017). Two ChIPed DNA samples were processed for each condition. The data sets that support the results of this article are available in the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) with Accession Number GSE110889 for the tiling array data.

### Immunofluorescence assay

*Candida albicans* strains were freshly revived and inoculated at 0.1 OD_600_ in YEPD. BPS was added at 150 μM concentration in BPS (+) samples. A sample with no BPS was used as control, i.e. BPS (−) samples. Heat shock was induced by rapidly transferring exponential cells to pre-warmed flasks at 45 °C for 30 min. Cells were grown at 30 °C at 200 rpm. For immunofluorescence assay, 1–3 ml of secondary culture (exponential phase cells) was washed 3 times in PBS and fixed in 4% formaldehyde and incubated for 30 min at 30 °C. After fixation, cells were washed twice in PBS (pH 7.5) and re-suspended in 1 ml of 1.2 M sorbitol buffer. 10 μl β-mercaptoethanol and 20 μl zymolyase (5 mg/ml) was then added and cells were incubated at 30 °C with gentle shaking at low rpm (100 rpm) for the formation of spheroplasts. 20 μl cells were adhered to poly-lysine coated cover slips by incubating at room temp for 15 min. Cells were then permeabilized using 0.4% Triton X 100 PBS 7.5 for 5 min. Blocking was done by 1% BSA in PBS. Primary antibody (anti-Hsf1) in PBS + BSA (1:200 ratio) incubation was done at 4 °C overnight. After 3 washes, secondary antibody (FITC Goat anti-Rabbit IgG in 1:500 ratio) and DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride) was added and incubation was done for 2 h at room temperatures. The coverslips were washed and inverted on slides. The imaging was carried out on an inverted Nikon Fluorescence Microscope (Eclipse 90i) at 100×.

### Hsf1 consensus motif discovery

In order to find out the consensus-binding site of Hsf1, the promoter sequences were analyzed with Regulatory sequence analysis tool (RSAT, http://rsat.sb-roscoff.fr) and Multiple EM for Motif Elucidation (MEME) program (http://meme-suite.org/tools/meme). For the analysis of Hsf1 consensus motif, 535 promoter sequences of the genes that showed high Hsf1 binding normalized log ratio and *p* value 0, were selected. 200 bp sequence of the promoter regions were chosen around the detected peaks. The program was allowed to discover motif with oligo and position analysis with oligomer length above 6–7 bp and five motifs per algorithm searched on both strands.

## Results

### Hsf1 occupies core promoter regions both under basal and iron deprived conditions

We had shown earlier that the principal coordinator of thermal stress, Hsf1 also presents pleiotropic roles under basal conditions (Nair et al. 2017). In order to get a comprehensible insight into the unconventional roles of this master regulator of heat shock response, chiefly in iron deprivation response, we performed a genome-wide recruitment analysis of Hsf1 using chromatin immuno-precipitation (ChIP)-on chip assay. Our study identified the genome-wide direct targets of Hsf1 in the absence or presence of iron chelator (BPS). Polyclonal anti-Hsf1 antibody was used to pull down the cross-linked protein-DNA complexes. 

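Hsf1 occupancy was measured by ChIP-on-chip in the wildtype strain SC5314, grown without [BPS (−)] or with [BPS (+)] the iron chelator bathophenanthroline disulfonate (BPS) at 150 μM. Each condition had 2 arrays, labelled replicates 3 and 4 for BPS (−) and replicates 1 and 2 for BPS (+), and all 4 arrays lay on 1 slide. Each array held 176852 tiling probes of 60 bases, named after positions in Assembly 21 of the C. albicans genome, and the median distance between the starts of neighboring probes was 30 bp. The authors' scanner software, Agilent Feature Extraction, gave 1 processed intensity per spot and dye after background subtraction, detrending and linear dye normalization. By the sample labels, the immunoprecipitated DNA (IP) was red (Cy5) and the input green (Cy3), whereas the methods give the dyes the other way round. Across the 653 to 655 listed probes with a value, the log2 ratio of red to green had a Pearson's r with the paper's Table S1 of 0.929 to 0.955 on the 4 arrays. Table S1 rests on ratios of these same arrays, so this shows which ratio the paper used and not which dye held the IP. Red over green was taken as IP over input, as the labels give it. The probes of an array are not independent replicates. Binding intensity is given as that log2 ratio minus its median over the tiling probes of the array. The median IP intensity was 458 and 995 on the BPS (−) arrays and 1262 and 2005 on the BPS (+) arrays, and at least 99.8% of the probes were well above background in the IP channel. Over all tiling probes, the SD of the log2 ratio was 0.64 on both BPS (−) arrays, and 0.45 and 0.44 on the BPS (+) arrays. Between arrays, r over all tiling probes was 0.728 for the BPS (−) pair, 0.640 for the BPS (+) pair, and 0.629 to 0.667 for pairs from different conditions. Binding was called on each array with the Whitehead neighborhood model, from each probe and its nearest probe on either side within 1000 bp, against a normal distribution with the spread found below the array's median. A probe was bound when the mean of the 3 probes passed a one-sided p of 0.001 and either the central probe passed 0.001 with a neighbor at 0.1 or at least 2 of the 3 probes passed 0.005. These thresholds are those of the published model, which the paper's text names without them. The paper counts promoters with a p of 0.05 or less, and no call with looser thresholds was made here. A condition counted a probe as bound when it was bound in both replicates. With 2 arrays against 2, the smallest p of a two-sided exact permutation test is 0.333, so differences were tested by limma's moderated test across probes, with Benjamini-Hochberg adjustment. At the listed promoters, the main fit took 1 spread for all of them, with 1316 degrees of freedom. Its p therefore does not use the replicate spread of a single promoter. The number of arrays limits the precision of every value.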

Sample replicates were processed for wildtype [BPS (−)] and iron-deprived cells [BPS (+)] to identify DNA regions that were occupied by Hsf1. Signal peaks detected in the both replicates were chosen. Only promoters with *p* values ≤ 0.05 were considered as significant binding. The average binding profile of the promoter (fragments: − 0/− 500, − 501/− 1000, − 1001/− 1500, − 1501/− 2500, − 2501/− 3000, − 3001/− 3500, − 3501/− 4000 and ≥ 4001, relative to the start codon) showed that the majority of binding events of Hsf1 were found at core promoter regions in both the conditions (Fig. 1a), which however varied in the binding intensities (discussed later).

**Fig. 1:**
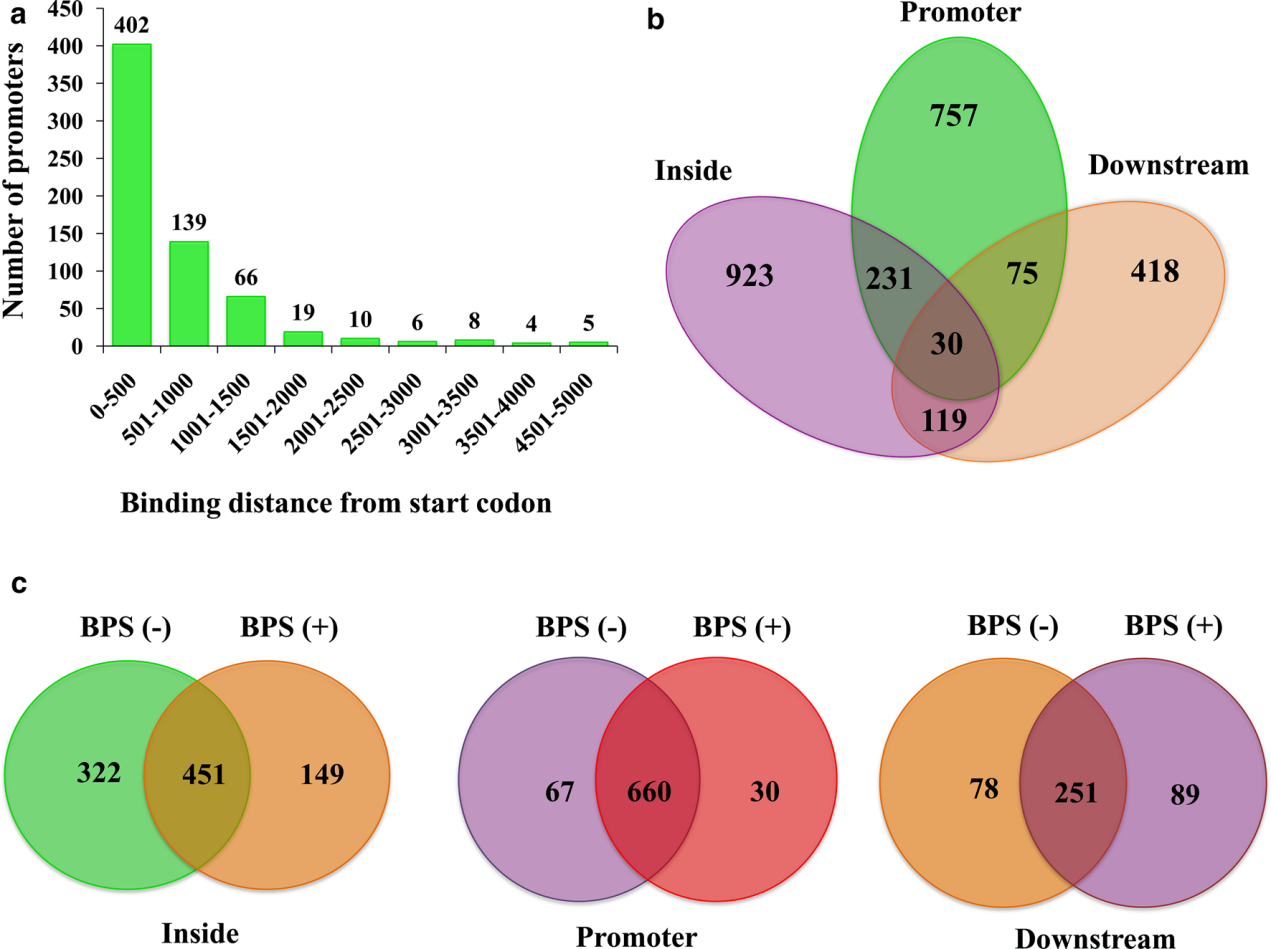
Number of promoters. **a** Binding sites of Hsf1, as determined by ChIP-on chip, were mapped to display their distance from the start codon of the closest genes. Number of promoters for each distance is represented in this histogram. The X-axis represents the binding distance from the start codon and the Y-axis denotes the number of genes. **b** Number of binding sites of Hsf1 seen on the inside, promoter and downstream regions of genes. Common genes are represented in the overlapping regions of the diagram. **c** Comparison of number of binding sites in wildtype and iron deprived cells in inside, promoter and downstream regions

### *HSF1* binding sites are perceived not only on promoters but also on inside and downstream of genes

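On the BPS (−) arrays, 4426 and 3985 probes were bound, in 1320 and 1163 regions, a region being a run of bound probes no more than 1000 bp apart. On the BPS (+) arrays, 2694 and 3231 probes were bound, in 849 and 928 regions. Each array was called against its own spread, so that a single probe passed the one-sided p of the central probe at a log2 ratio of 1.29 and 1.39 on the BPS (−) arrays and of 0.99 and 0.95 on the BPS (+) arrays. Both BPS (−) arrays shared 3031 bound probes, which carry the names of 1010 genes, and both BPS (+) arrays shared 2097 bound probes with the names of 705 genes, of the 6171 gene names on the array. The array names a gene for a probe without stating whether the probe lies in its promoter, inside it or downstream of it, so counts by region of the gene and distances from the start codon were not computed.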

Our genome-wide occupancy data analysis revealed that not only does Hsf1 bind to the promoter regions of 757 genes, but also has multiple binding sites on the inside and downstream of the genes (Fig. 1b). In 30 genes including Hsf1 itself, Hsf1 associates strongly in all the three regions, i.e. the promoter, inside and downstream of these genes. 

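No probe on the array is named HSF1. The gene was taken to be CTA8, its name on the array and in Table S1; the pairing of both names is general knowledge and is not given in the files. The array has 73 probes named CTA8, from 2009483 to 2013682 on chromosome 1 (Assembly 21), and 58 of them were bound under both conditions, within a single region from 2009363 to 2012632. Over the 60 bound probes of this region, the mean binding intensity was 4.62 under BPS (−) and 3.63 under BPS (+). At the promoter probe that Table S2 lists for the gene (2009723 to 2009782), it was 5.09 ± 0.29 (SD, n = 2 arrays) under BPS (−) and 3.81 ± 0.22 (SD, n = 2) under BPS (+), with an adjusted p of 0.0032 in limma. This difference reversed to −0.35 when the arrays were scaled to one SD. Without BPS (+) replicate 1 or BPS (+) replicate 2, the adjusted p in limma was 0.0772 and 0.0658, and over all alternatives it ran from 0.0015 to 0.943, below 0.05 in 7 of 13. A stretch of 55 probes from 2010413 to 2012632 stood at one level on each array, with medians of 5.62 and 4.11 on the BPS (−) arrays and 4.93 and 2.60 on the BPS (+) arrays and an SD between probes of 0.41 to 0.61. The level of this stretch differed between the BPS (+) replicates by 2.33. Among the 14 other regions with at least 15 bound probes, the largest difference between replicates was 0.57 under BPS (−) and 1.05 under BPS (+).

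**Figure D1:**
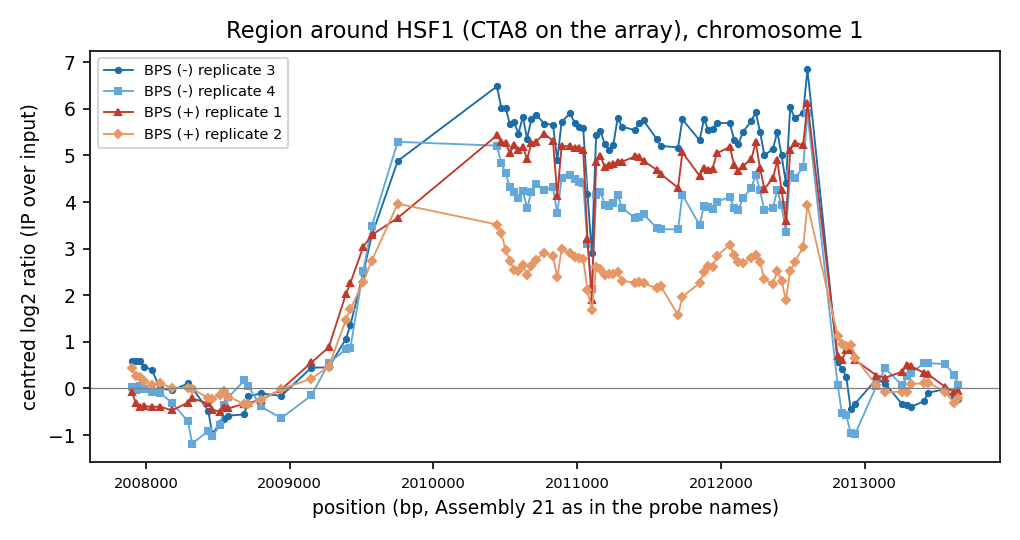
Centred log2 ratio of IP to input (vertical axis) at each probe around HSF1, plotted by its position on chromosome 1 in bp (horizontal axis); each line is 1 of the 4 arrays. The level stretch has a median of 5.62 and 4.11 on the BPS (−) arrays and of 4.93 and 2.60 on the BPS (+) arrays.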

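Counted by the gene names of the bound probes, without regard to the part of the gene, 614 genes were bound under both conditions, 396 only under BPS (−) and 91 only under BPS (+). Of the 614 genes, 602 had at least 1 probe bound under both conditions, 192 of them exactly 1 such probe and 81 at least 5. Of the 614 genes, 354 are in a list of Table S1 and 260 in none. The choice that moved the count most was the direction of the dyes, since green over red, as the methods text gives them, left 0 genes bound under both conditions. Leaving out 1 array at a time gave 642 to 763 genes bound under both conditions, 247 to 750 bound only under BPS (−) and 35 to 249 bound only under BPS (+). The lowest count for BPS (−) came without BPS (+) replicate 1 and the highest without BPS (−) replicate 4.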

Detailed introspection also revealed that Hsf1 occupied 451, 660 and 251 genes that were common under both the conditions on the inside, promoter and downstream regions respectively (Fig. 1c).

Comparative analysis of promoter occupancy revealed that there are 67 gene promoters where Hsf1 showed exclusive occupancy under basal conditions while 30 genes showed exclusive binding under iron deprivation conditions, apart from 660 gene promoters, which were enriched under both the conditions. 

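Table S2 lists 659 promoter sites, each the position of a single probe. Gene and start match a probe for 657 of them, and the other 2, ECM38 and ECM331, carry each other's position. The listed probe was bound at 380 of the 659 promoters under BPS (−), at 303 under BPS (+) and at 269 under both. Its binding intensity was above 0 on all 4 arrays at 649 promoters and above 1 on all 4 arrays at 470. Counted by gene, 349 listed genes had a bound probe under both conditions. Of the 67 genes listed as BPS (−) specific, 66 are named on the array. A probe of the gene was bound under BPS (−) for 23 of these, under BPS (+) for 5, and only under BPS (−) for 18. Of the 30 genes listed as BPS (+) specific, all are named on the array, 3 were bound under BPS (−), and 2 were bound under BPS (+), both of them there only. A stricter call, with each threshold of the neighborhood model 10 times lower, left 4 genes of the BPS (−) list and 0 of the BPS (+) list bound only under their own condition.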

For all the further data analysis of promoter binding, genes are classified into three main categories (I) Enriched both—660 genes whose promoters are bound by Hsf1 both under basal and iron deprivation conditions. (II) BPS (−) specific (wildtype specific)—67 genes whose promoters are bound by Hsf1 exclusively in basal conditions (III) BPS (+) specific (iron deprived specific)—30 genes whose promoters are bound by Hsf1 specifically on iron deprivation. The binding intensities of the genes of each of these categories are shown in Additional file 1: Table S1.

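The probe behind a value of Table S1 was located as the probe of that gene whose normalized log2 ratios, as the authors deposited them, equal the table's within 0.006. This located 52 genes of the BPS (−) specific list and 20 of the BPS (+) specific list. At the 52 probes, the median binding intensity was 1.78 under BPS (−) and 0.60 under BPS (+), with a median difference of 1.19. All 52 were higher under BPS (−), 51 of them with both BPS (−) arrays above both BPS (+) arrays. Their median difference fell to 0.73 after scaling to one SD and to 0.58 after quantile normalization, each with 51 higher under BPS (−). At the 20 probes, the median was 0.93 under BPS (+) and 1.04 under BPS (−). Of these, 8 were higher under BPS (+) and 12 under BPS (−), with a median difference, BPS (−) minus BPS (+), of 0.14. That direction depended on the normalization: 17 of the 20 were higher under BPS (+) after quantile normalization of the 4 arrays, 16 after scaling to one SD, and 10 in the normalized values deposited by the authors. The paper chose both lists on these same arrays.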

Further, we inspected the distribution of Hsf1 binding sites on each chromosome for these 660 genes (Additional file 1: Table S2). Notably, chromosome 1 and chromosome R comprised slightly more Hsf1 binding sites 23 and 17% respectively, as compared to the other chromosomes. 

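The chromosome of each site was taken from the name of its probe, which matches the chromosome in Table S2 for 617 of the 659 sites and differs from it for 40. Chromosome 1 had 156 sites, or 23.7%, and 22.6% of the tiling probes. Chromosome R had 103 sites, or 15.6%, and 16.2% of the tiling probes. The farthest departure from the share of probes was on chromosome 2, with 85 sites (12.9%) and 16.1% of the probes (p = 0.0228, adjusted p = 0.182 over 8 chromosomes, two-sided permutation test drawing random probes 100000 times). The number of chromosomes with an adjusted p below 0.05 was 0 of 8, in this permutation test, both for the listed sites and for the 563 regions of the 8 nuclear chromosomes bound under both conditions. In each set, 1 chromosome had an unadjusted permutation p below 0.05, chromosome 2 for the sites and chromosome 6 for the regions (9.41% of regions, 6.93% of probes, p = 0.0305, adjusted p = 0.244).

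**Figure D2:**
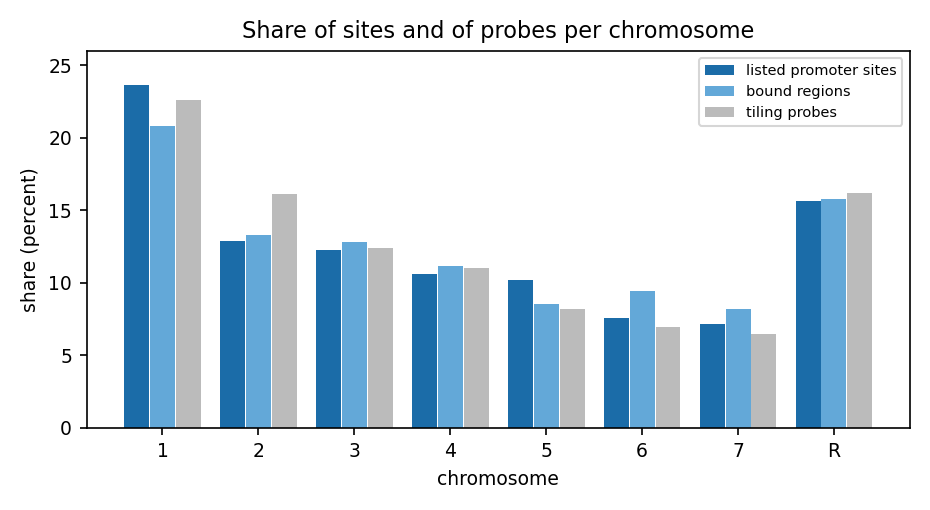
Share in percent (vertical axis) of the listed sites, of the regions bound under both conditions and of the tiling probes on each chromosome (horizontal axis), as bars from 0. On chromosome 2 the sites reach 12.9% and the probes 16.1%.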

The Hsf1 binding sites are distributed more or less evenly across the rest of chromosomes varying between 7 and 12% (Fig. 2). In general, the binding sites in each chromosome are primarily located in gene-rich regions and are relatively rare in the centromeres and their flanking regions (Fig. 2). 

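Centromere positions were taken as printed in Fig. 2 and were assumed to be in the assembly of the probe names. Within 20 kb of a centromere lay 10 of the listed sites, where random tiling probes give 18.5 on average (p = 0.0454, adjusted p = 0.107, two-sided permutation test). Within 10 kb the deficit was of like size on fewer sites, with 4 for 8.34 by chance (permutation p = 0.159, adjusted p = 0.191). Within 50 kb it was small, with 42 for 44.2 (permutation p = 0.803). Of the regions bound under both conditions, 8 lay within 20 kb of a centromere, for 15.8 by chance (permutation p = 0.0467, adjusted p = 0.107). Within 10 kb there were 2 regions for 7.12 by chance (permutation p = 0.0535, adjusted p = 0.107). Within 50 kb there were 29 for 37.8 (permutation p = 0.152, adjusted p = 0.191). The adjusted values cover 6 comparisons, 3 flanks for the sites and 3 for the regions, and none of them was below 0.05.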

Taken together, these data show that the Hsf1 binding sites are distributed more or less evenly across all chromosomal regions except for the gene-poor centromeres and their surrounding regions.

**Fig. 2:**
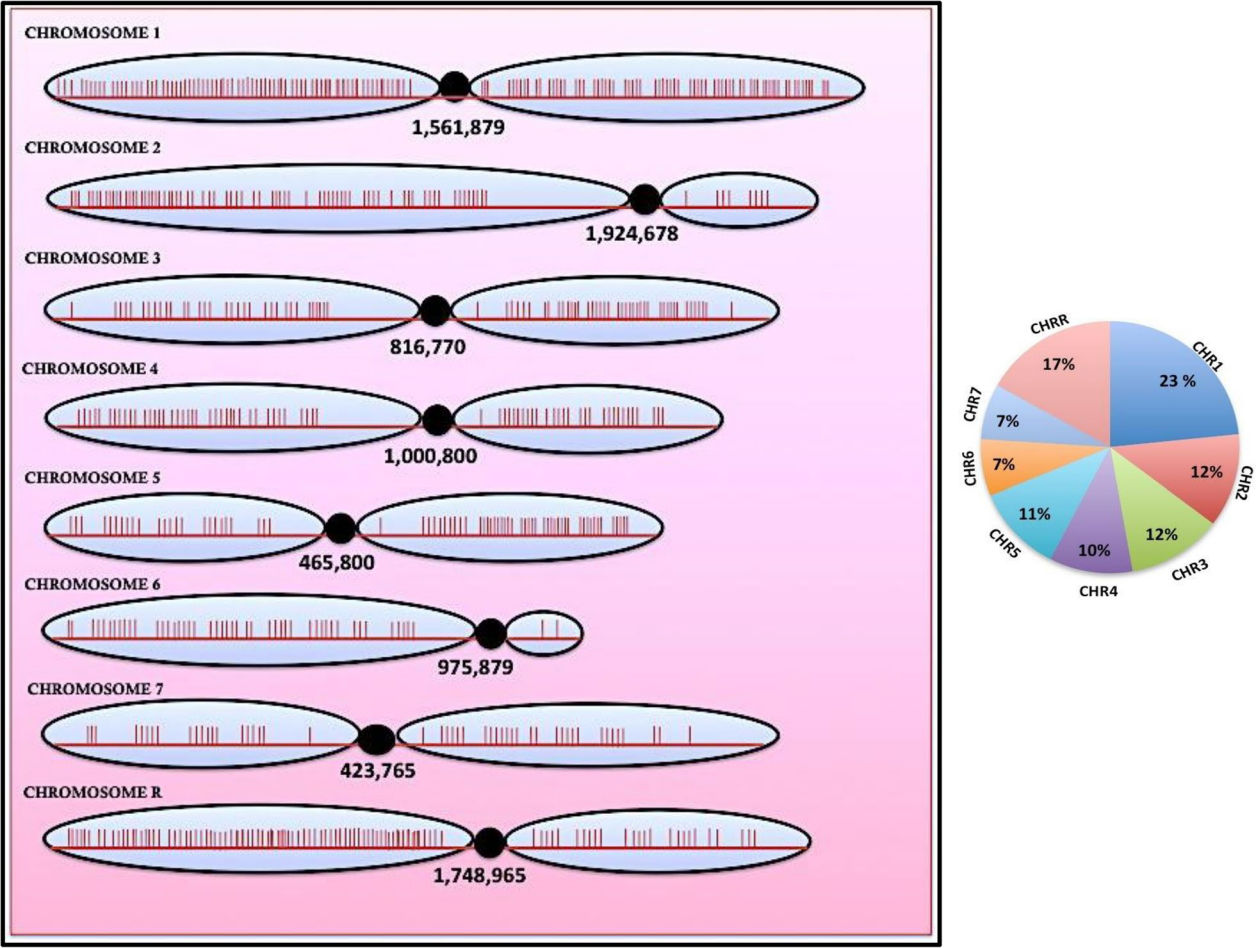
Distribution of Hsf1 binding sites—the distribution of Hsf1 binding sites in the eight Candida albicans chromosomes is represented here. The red vertical bars represent the positions of the Hsf1 binding sites on each chromosome. The black circle indicates the location of the centromere. The pie chart on the right indicates the percentage of Hsf1 binding sites on each chromosome

### Hsf1 occupies genes with diverse metabolic functions

A detailed analysis of the genes whose promoters were bound by Hsf1 revealed that it binds to genes of diverse functional classes mostly those involved in stress response, response to stimulus, regulation of biological processes, regulation of metabolic functions, filamentation etc. 

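For 3 of the functional classes of Table S3, all gene names are printed in the table. A probe of the gene was bound under both conditions for 13 of the 25 cell wall organization genes found among the listed promoters, for 25 of the 48 genes of the response to drug and for 16 of the 17 protein folding genes. For the larger classes the table holds only part of the names. Of those names, 27 of 51 genes of the response to stress, 23 of 47 of the response to chemical and 26 of 58 of filamentous growth were bound under both conditions. The 6 classes share genes, and together 72 different genes were bound. The median binding intensity under BPS (−) was 4.49 at the protein folding promoters and between 2.67 and 2.73 in each of the other 5 classes. No test of enrichment was made on these counts.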

(Fig. 3). Previously, we established that under basal conditions, the heat shock chaperone, Hsf1 played an important role in upholding cell wall and mitochondrial integrity, filamentation and stress response in *C. albicans* (Nair et al. 2017). 

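At the listed promoter probes of the cell wall genes BMT1, BMT9, CHS4, CHT3, ECM33 and PGA13, the mean binding intensity lay between 1.90 and 5.73 under BPS (−) and between 1.31 and 3.93 under BPS (+). The probes of BMT1, CHS4 and ECM33 were bound under both conditions and those of BMT9, CHT3 and PGA13 under neither. CHS4 (chromosome 3, 1274565 to 1274624 in Assembly 21) had 5.73 ± 0.21 (SD, n = 2 arrays) under BPS (−) and 3.93 ± 0.36 (SD, n = 2) under BPS (+), an adjusted p of 4.70e-05 in limma. The same test gave 0.0034 at BMT1, 8.12e-05 at BMT9 and 0.0143 at ECM33. None of these 4 promoters had an adjusted p below 0.05 in limma after quantile normalization, after scaling to one SD or without BPS (+) replicate 2, and over all alternatives their adjusted p ran from 2.48e-05 to 0.995. The probes 60 to 250 bp away averaged 0.05 at BMT1, 0.01 at BMT9 and 0.36 at PGA13 under BPS (−), so that these listed probes stand alone among their neighbors. Of the mitochondrial genes, CYC3 had 1.80 ± 0.26 under BPS (−) and 0.91 ± 0.10 under BPS (+) and was bound under neither. Of the filamentation genes, EFG1 and RAS1 were bound under both conditions, RAS2 only under BPS (+) and BRG1 under neither. The listed probe of BRG1 lies on chromosome 1 by its name, which is not the chromosome in Table S2, and had 1.04 and 0.84. RAS1 had 4.28 ± 0.29 under BPS (−) and 2.79 ± 0.04 under BPS (+), while its neighboring probes averaged 0.49 under BPS (−). GRP2, GSY1 and SOD1 were bound under both conditions. GRP2 rose from 5.46 ± 0.54 to 6.22 ± 0.08 under BPS (+), with an adjusted p in limma of 0.0731 that became 0.0086 without BPS (−) replicate 4 and ran from 5.28e-12 to 0.400 over the alternatives. SOD1 had 2.73 and 2.68. GSY1 fell from 5.59 ± 0.59 to 4.36 ± 0.26, and this difference reversed to −0.58 after scaling to one SD. Of the osmotic stress genes, RCK2 was bound under both conditions, with 5.68 and 4.73 on the BPS (−) arrays and 3.59 and 2.90 on the BPS (+) arrays, and PBS2 only under BPS (−). ASR1 was bound under both conditions. Its BPS (−) replicates differed, with 1.27 and 3.73, and its BPS (+) replicates had 3.26 and 3.23, so that the difference between conditions was −0.74 with all arrays and 0.49 without BPS (−) replicate 3.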

Closer insights into the binding profile of Hsf1 demonstrates that it enriched the promoters of major genes involved in maintaining cell wall integrity *BMT1*, *BMT9*, *CHS4*, *CHT3*, *ECM33*, *PGA13*, mitochondrial functioning *COX2*, *CYC3*, *MGE1*, filamentation *BRG1*, *EFG1, RAS1*, *RAS2*, oxidative stress *GRP2*, *GSY1*, *SOD1* and osmotic stress *ASR1*, *PBS2*, *RCK2* stress responsive genes. Moreover, Hsf1 also occupied promoters of well-known MDR determinants like *MDR1*, *PDR16*, *ERG11* and *YCF1* (Fig. 3, Additional file 1: Table S3).

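MDR1 (chromosome 6, 668627 to 668686) and PDR16 (chromosome 1, 801383 to 801442) were bound under both conditions. The listed probe of MDR1 had a binding intensity of 2.98 ± 0.46 (SD, n = 2 arrays) under BPS (−) and 2.40 ± 0.34 (SD, n = 2) under BPS (+), and that of PDR16 had 2.21 ± 0.13 and 1.32 ± 0.11. ERG11 (chromosome 5, 150213 to 150272) had 1.70 ± 0.30 and 1.06 ± 0.03 and was bound under neither condition. YCF1 (chromosome 7, 505218 to 505277) had 2.22 ± 0.46 and 1.67 ± 0.12 and was bound only under BPS (+). It has 4 probes on the array, and none lies 60 to 250 bp from the listed one. Of the 4 promoters, PDR16 alone had an adjusted p below 0.05 in limma, at 0.0375. It kept it in 4 of 13 alternatives, with a range over all of them of 0.0099 to 0.995. Among those in which it did not were 3 of the 4 that leave out an array, namely BPS (−) replicate 3 (0.0901 in limma), BPS (+) replicate 1 (0.165) and BPS (+) replicate 2 (0.125). After quantile normalization, the differences, BPS (−) minus BPS (+), were −0.52 for MDR1, −0.01 for PDR16, −0.11 for ERG11 and −0.40 for YCF1. Without BPS (−) replicate 4, MDR1 (adjusted p = 0.0379 in limma, up to 0.874 under another alternative) and YCF1 (0.0451, up to 0.974) passed as well.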

**Fig. 3:**
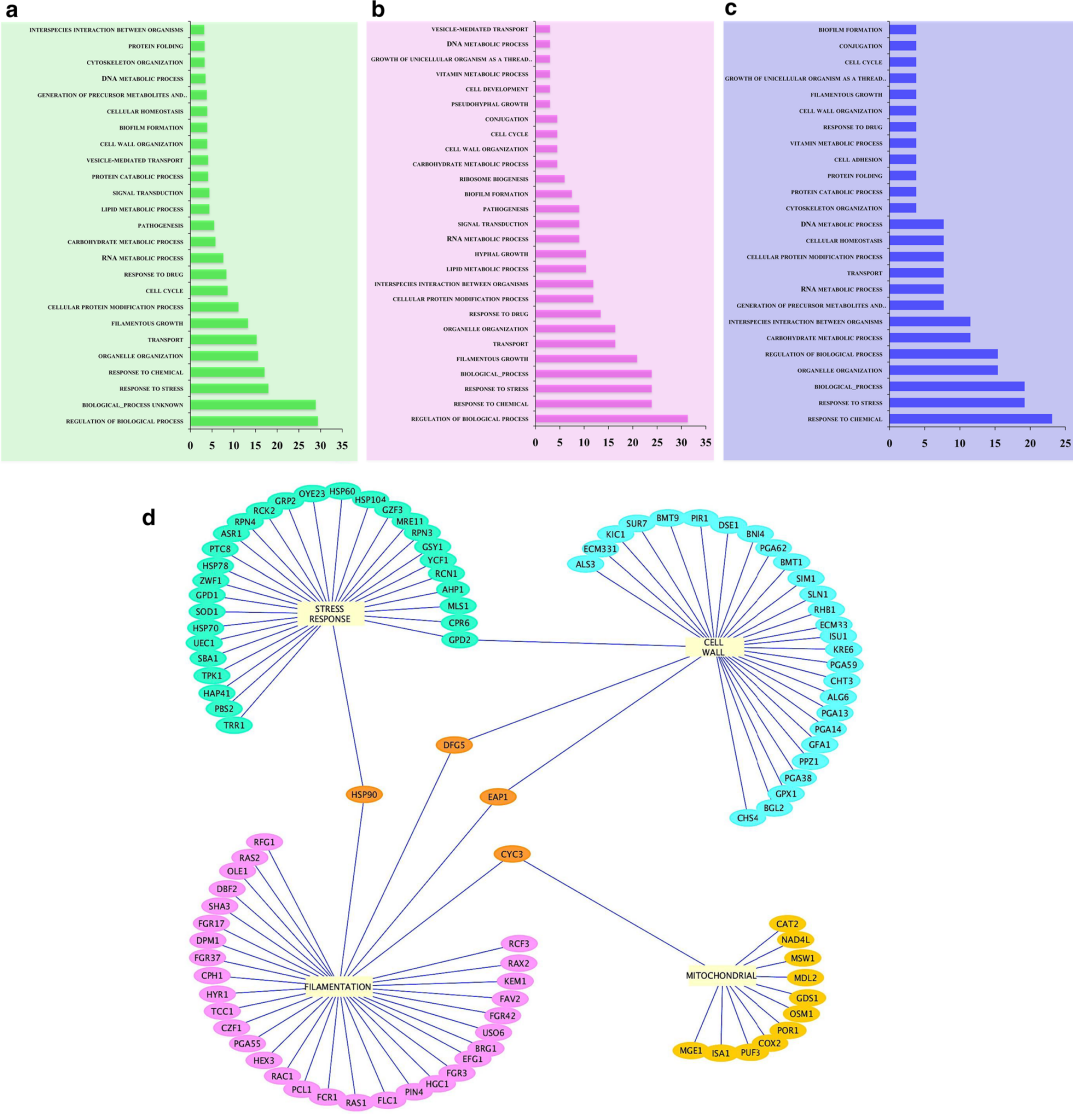
General functional categories of genes enriched by Hsf1—gene ontology (GO) terms of various functions of the genes whose promoters are bound by Hsf1 (**a**) enriched both (**b**) [BPS (−)] specific (**c**) [BPS (−)] specific. Detailed list is provided in Additional file 1: Table S3. The percentage of genes of each category is depicted in Y-axis. X axis represents the functional category. **d** Major functional categories bound by Hsf1—genes of cell wall, mitochondria, filamentation and stress, which show significant promoter occupancy of Hsf1. This network was represented using Cytoscape v3.4.0 software (Seattle, USA)

Additionally, Hsf1 also elicited constitutive strong binding irrespective of basal or iron deprived conditions on effectors of thermal stress response, i.e. *HSP60*, *HSP 70*, *HSP78*, *HSP90* and *HSP104*. 

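All 5 promoters were bound under both conditions. HSP104 (chromosome R, 1792046 to 1792105) had a binding intensity of 8.28 ± 0.15 (SD, n = 2 arrays) under BPS (−) and 8.02 ± 0.50 (SD, n = 2) under BPS (+). HSP60 (chromosome R, 1388255 to 1388314) had 5.31 ± 0.88 and 5.17 ± 0.10, and HSP70 (chromosome 1, 2955454 to 2955513) had 5.52 ± 0.10 and 5.03 ± 0.24. HSP78 (chromosome 2, 709872 to 709931) had 6.02 ± 0.12 and 5.28 ± 0.31, and HSP90 (chromosome 7, 439223 to 439282) had 5.36 ± 0.04 and 4.31 ± 0.26. In limma, the adjusted p was 0.558 for HSP104, 0.744 for HSP60, 0.254 for HSP70, 0.0832 for HSP78 and 0.0137 for HSP90. HSP90 passed in 5 of 13 alternatives, with a range over all of them of 0.0113 to 0.995. It did not pass without BPS (+) replicate 1 (adjusted p = 0.137 in limma) or BPS (+) replicate 2 (0.0787), nor with the authors' deposited normalized values (0.278). The mean difference over the 5 promoters was 0.54, with a replicate SD of 0.24. The scaling of the arrays decided its direction, which became −1.63 when the arrays were scaled to one SD and −0.32 after quantile normalization. At one SD, HSP60, HSP70, HSP78 and HSP104 were higher under BPS (+) with an adjusted p in limma of 9.14e-05, 0.0027, 0.0074 and 4.66e-11. Probes 60 to 250 bp from the listed one were raised as well, with means from 3.61 at HSP60 to 7.56 at HSP104 under BPS (−). HSP70 has no probe at that distance.

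**Figure D3:**
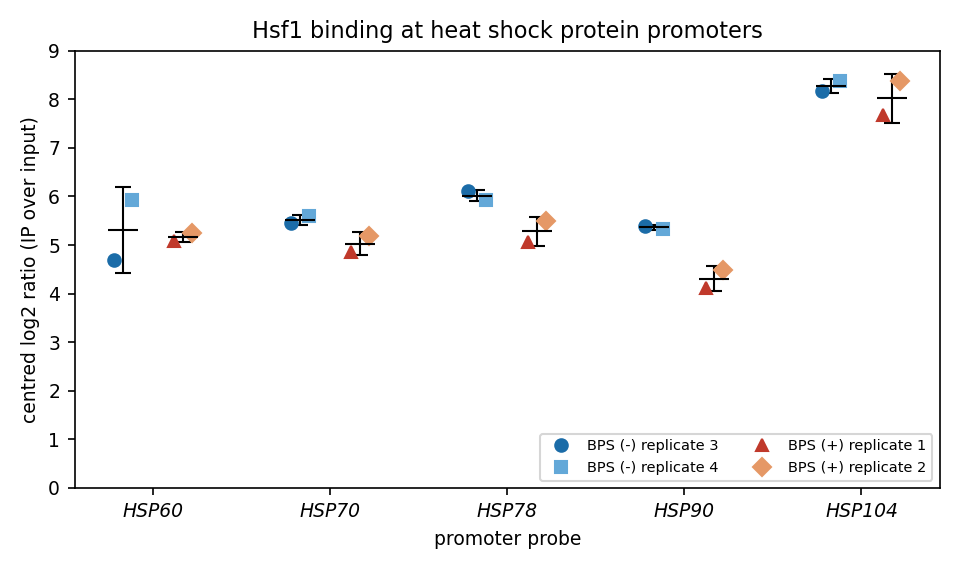
Centred log2 ratio of IP to input (vertical axis) at the listed probe of each heat shock protein promoter (horizontal axis); points are the arrays, and the lines give the mean and SD of the 2 arrays of a condition. HSP60 has 5.31 and 5.17 and HSP90 has 5.36 and 4.31; both differences reversed when the arrays were scaled to one SD.

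**Figure D4:**
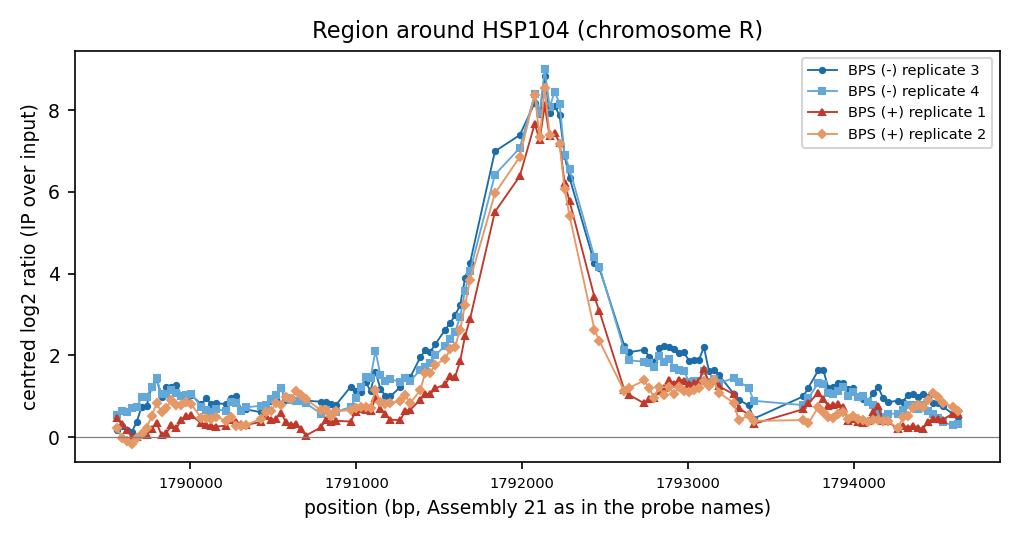
Centred log2 ratio (vertical axis) at each probe around HSP104, plotted by its position on chromosome R in bp (horizontal axis); each line is 1 of the 4 arrays. The listed probe, from 1792046 to 1792105, has 8.28 under BPS (−) and 8.02 under BPS (+).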

Nicholls et al. had previously demonstrated that Hsf1 governed the significant expression of *HSP90* and *HSP70* even under basal conditions, and their expression was further induced by heat shock (Nicholls et al. 2009). The specific region on these promoters mostly the core promoter regions, where Hsf1 showed maximum enrichment is shown in Additional file 2: Fig S1.

### Hsf1 displayed binding on several iron responsive genes

Earlier, we have observed that intracellular iron levels are tied to Hsf1 levels, which is essential for cell survival under iron-limited conditions. Major transcriptional regulators Sef1, Sfu1 and Hap43, sense and regulate iron deprivation response in *C. albicans* (Chen et al. 2011). A closer look at the promoter-binding pattern of Hsf1 revealed several genes, which are differentially expressed upon iron deprivation also, show Hsf1 binding on their promoters. Also, genes, which are regulated, by Sef1, Sfu1 and Hap43 house Hsf1 binding sites on their promoters. All the three categories wild type exclusive, iron deprived specific and enriched both comprise such genes (Fig. 4). Additionally, we observed that Hsf1 also occupied the promoter regions of Mge1, a mitochondrial chaperone involved in Fe–S metabolism and regulation of susceptibility to drugs, under both basal and iron deprivation conditions (Demuyser et al. 2017).

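The listed probe of MGE1 (chromosome R, 330663 to 330722) was bound under both conditions. Its binding intensity was 2.30 ± 0.52 (SD, n = 2 arrays) under BPS (−) and 2.38 ± 0.10 (SD, n = 2) under BPS (+), a difference smaller than the spread between the BPS (−) replicates (adjusted p = 0.855 in limma). The 6 probes at 60 to 250 bp from it averaged 2.11 under BPS (−) and 1.63 under BPS (+). After scaling to one SD, the difference at the listed probe was −0.96 (adjusted p = 0.106 in limma, with 0.106 to 0.992 over the alternatives).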

**Fig. 4:**
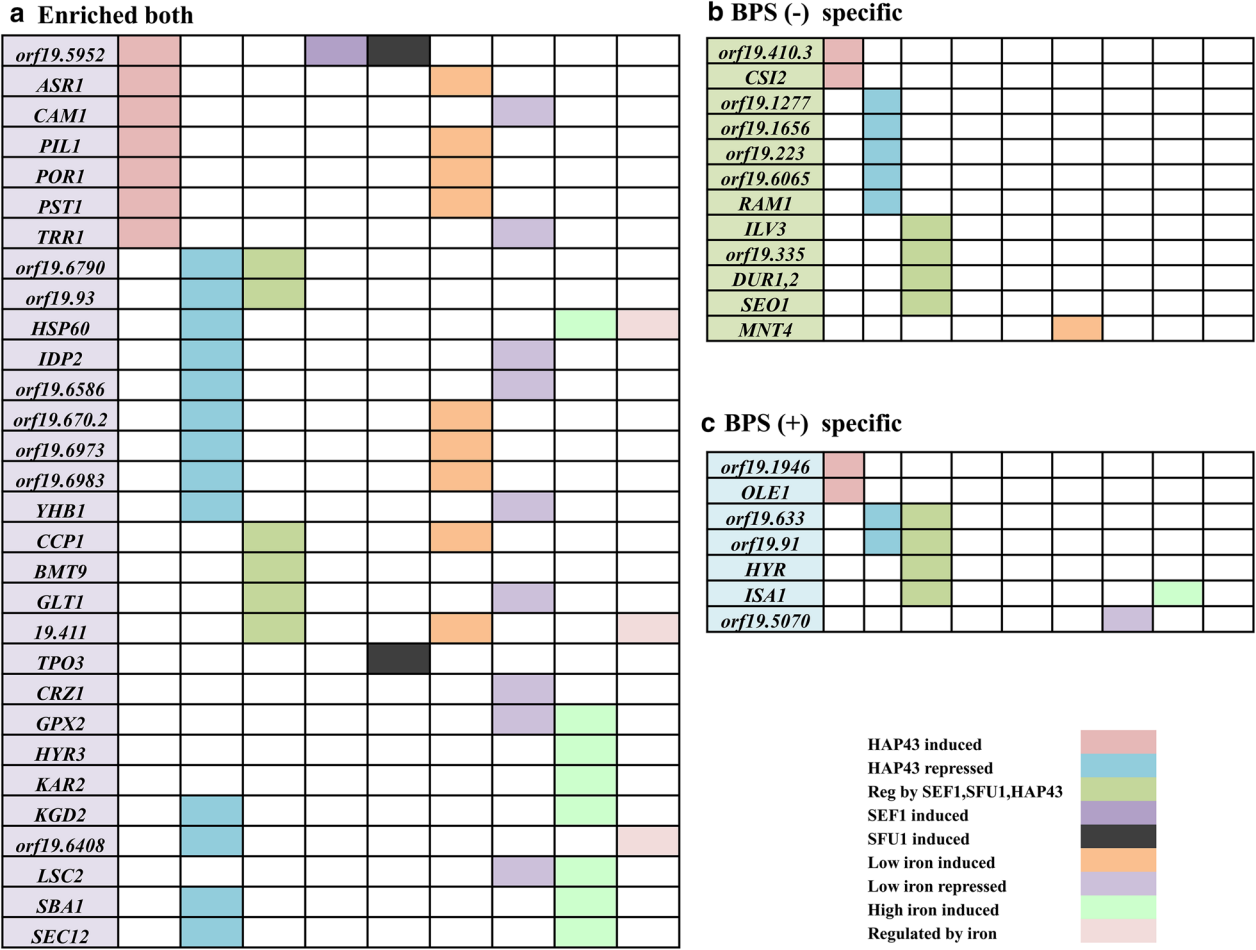
Iron responsive genes elicit Hsf1 binding sites—genes from the three categories [Enriched both (**a**), BPS (−) specific (**b**), BPS (+) specific (**c**)] are examined for either induction or repression by major iron regulators or regulated by iron. They are grouped into various categories and then represented

The transcript profiling upon iron deprivation has been previously done by us wherein iron deprivation mediated down-regulation of 365 genes and up-regulation of 175 genes in *C. albicans* was observed (Hameed et al. 2011). Here, we carried out a comparative analysis of those iron deprivation responsive genes as seen in microarray analysis and genes whose promoters are bound by Hsf1. Detailed introspection revealed 76 iron responsive genes that show significant Hsf1 binding on their promoters. Out of these, 31 genes are also up regulated in response to iron deprivation while 45 are down regulated (Fig. 5). This provides us a hint about relationship between Hsf1 and iron levels and we hypothesize that binding of Hsf1 to these iron responsive promoters may have a regulatory impact in response to iron deprivation thereby, making Hsf1 essential for survival under iron deprivation conditions.

**Fig. 5:**
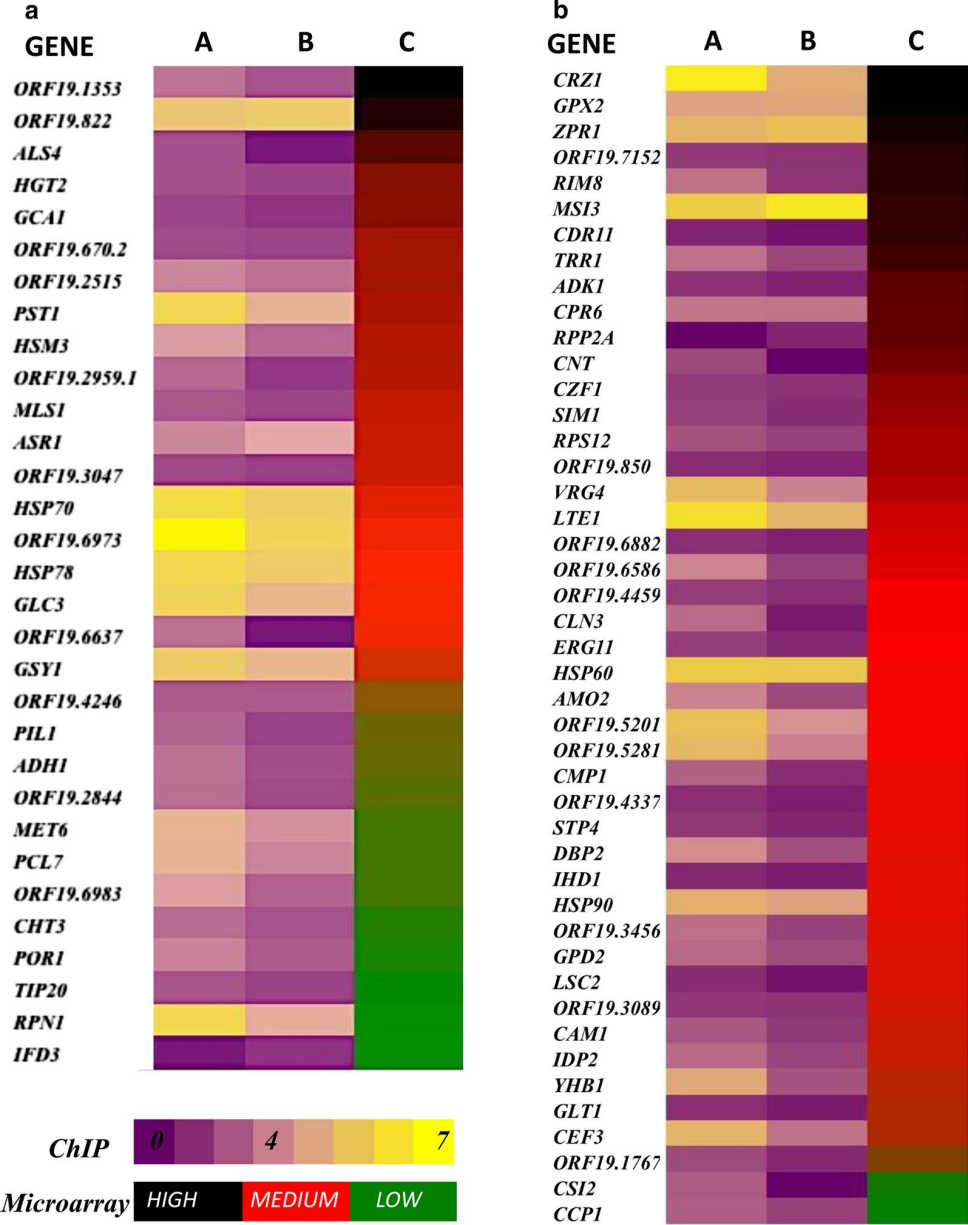
Comparative analysis of microarray and ChIP data under iron deprivation conditions—genes which showed binding of Hsf1 (ChIP data) and also were iron responsive (microarray data) were grouped into two categories. **a** Upregulated upon iron deprivation. **b** Down regulated upon iron deprivation. Column A-binding intensity in wildtype (ChIP) Column B-binding intensity in iron deprivation (ChIP) Column C-mean log fold expression change upon iron deprivation (Microarray). The binding intensities in normal and iron deprived conditions is depicted alongside the fold change in its expression upon iron deprivation according to microarray

### Comparative analysis of Hsf1 binding and localization profiles of Hsf1 in wildtype and iron-deprived cells

We compared the genome-wide recruitment data of Hsf1 between basal and iron deprived conditions and thereby, identified genes that showed distinct occupancy of Hsf1 at the promoter regions. 

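Averaged over the 2 arrays of a condition, binding intensity at the listed promoters ranged from 0.47 to 8.91 under BPS (−) and from −0.12 to 8.33 under BPS (+). The highest value under both conditions was at orf19.6390 (chromosome R, 1792106 to 1792165), whose probe adjoins that of HSP104. The median SD between replicates was 0.28 per promoter under BPS (−) and 0.23 under BPS (+).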

The analysis revealed that the binding profile of Hsf1 under various categories [enriched both, BPS (−) specific, BPS (+) specific] differed in the intensity of significant binding in terms of *p* values (as depicted by normalized log ratios) and the range varied from a highest log ratio of 8.4 to a lowest of 1 (Fig. 6a). 

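Of the 659 listed promoters, 657 had a value on all 4 arrays. Their median binding intensity was 2.74 under BPS (−), with quartiles of 1.90 and 3.98, and 1.75 under BPS (+), with quartiles of 1.18 and 2.65. The medians of the single arrays were 2.84 and 2.67 for BPS (−) and 1.84 and 1.68 for BPS (+). The median difference was 1.01. BPS (−) was higher at 619 promoters and BPS (+) at 38. At 543 promoters both BPS (−) arrays lay above both BPS (+) arrays, and the reverse held at 9, where chance gives 16.7% of promoters in each direction. By limma, 400 promoters differed at an adjusted p below 0.05, adjusted over the list alone, 398 of them lower and 2 higher under BPS (+). The paper chose the list on these same arrays, so these counts are not independent evidence. The model takes 1 spread for every promoter (standard error 0.39), and a difference in scale shared by all probes of an array does not enter that error. Quantile normalization moved the values most, with a median difference of 0.07, 378 promoters higher under BPS (−) and 278 under BPS (+), and 0 promoters differing in limma, against 86 with an unadjusted p below 0.05. Without BPS (+) replicate 2, 26 promoters differed, all lower under BPS (+).

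**Figure D5:**
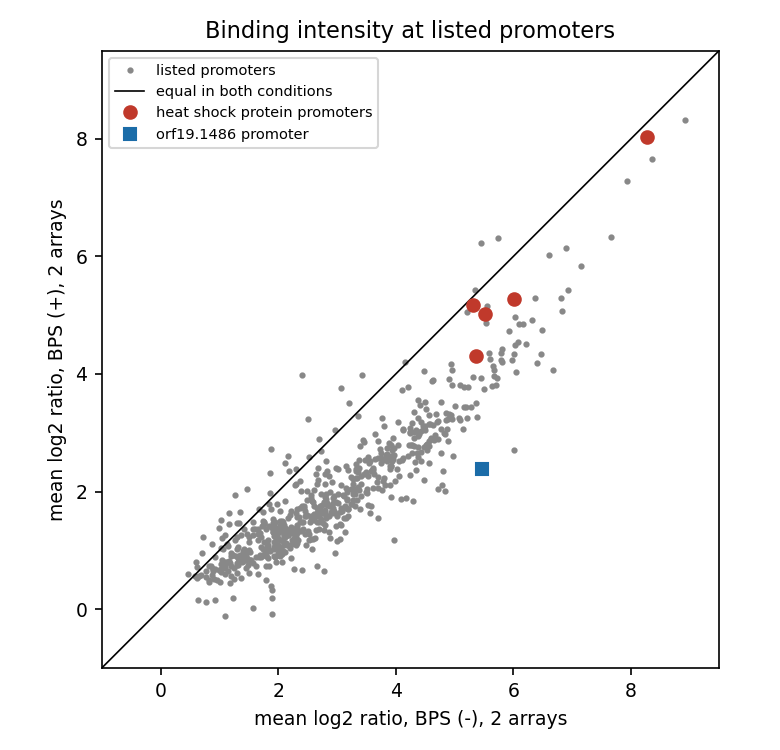
Mean log2 ratio of 2 arrays at each listed promoter under BPS (−) (horizontal axis) and BPS (+) (vertical axis); the line marks equal values, and the heat shock protein and orf19.1486 promoters are drawn larger. Before any scaling between arrays, 619 of 657 promoters lie below the line; after quantile normalization 378 do.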

Further analysis revealed that a higher range of binding intensity was observed under basal conditions as compared to iron deprived conditions as seen in Fig. 6a. The top 25 genes displaying strongest binding intensity of Hsf1 on gene promoters are depicted in Fig. 6b.

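The 25 listed promoters with the highest binding intensity under BPS (−) had means of at least 6.02, and 17 of them were also among the 25 highest under BPS (+). Of the 25 genes shown in Fig. 6b, 18 were among them. After orf19.6390, the highest means under BPS (−) were those of orf19.7085 (8.37 ± 0.12, SD, n = 2 arrays), HSP104, CYP1 (7.94 ± 0.01) and orf19.3475 (7.66 ± 0.53). Under BPS (+), orf19.7085 had 7.66 ± 0.22, CYP1 7.28 ± 0.55 and orf19.3475 6.34 ± 0.19. Without scaling between arrays all 25 were lower under BPS (+), whereas 21 of them, orf19.3475 included, were higher under BPS (+) when the arrays were scaled to one SD, and 5 after quantile normalization. Across the listed promoters, the means under BPS (−) and BPS (+) had a Pearson's r of 0.911; promoters are not independent replicates.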

**Fig. 6:**
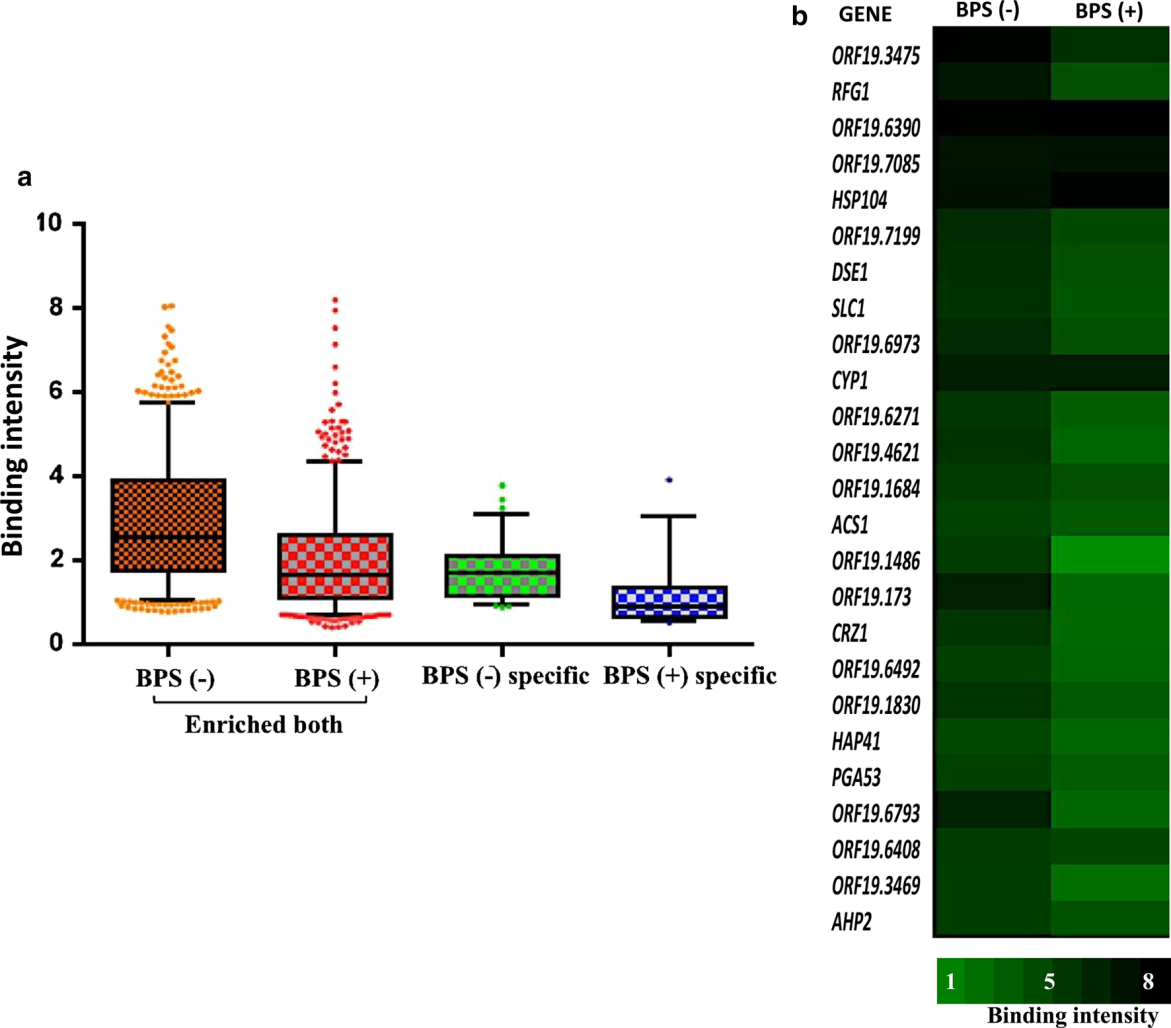
Binding intensities of Hsf1—**a** the distribution of binding intensity are represented by box and whisker plots for all the three categories—enriched both, BPS (−) specific and BPS (+) specific. **b** Top 25 genes which show strongest binding intensities under normal conditions are represented here. Their binding intensities as compared to iron deprived conditions are depicted above

Previously it has been established that Hsf1 translocates from the cytoplasm to the nucleus in response to heat stress in order to induce the expression of required proteins to combat heat stress (Nakai and Ishikawa 2000). Here, we tested whether iron deprivation could impact the translocation of Hsf1, which in turn could be reflected in presently observed differential binding intensities in basal and iron deprivation conditions. For this, we employed polyclonal Hsf1 antibody and compared its localization in basal and iron deprived conditions by immunofluorescence as described in “Materials and methods”. *C. albicans* cells were subjected to 30 min heat shock and were used as a positive control since it is established from previous studies that Hsf1 gets preferentially localized into the nucleus upon thermal stress. Under basal conditions immunofluorescence images exhibited that Hsf1 was mostly dispersed throughout the cytoplasm in wildtype and iron deprived cells with certain levels localizing into the nucleus as well. Interestingly, quantification of fluorescence in iron-deprived cells across the cells as compared to the wildtype showed that cells treated with BPS displayed comparatively lower fluorescent intensities in the nucleus (approx 12% lower), which is depicted as a more prominent depression in the intensity plot in BPS treated cells (Fig. 7a, b). Expectedly, in the present study cells subjected to heat shock showed a peak in the nucleus regions signifying Hsf1 nuclear localization upon thermal stress (Fig. 7c).

**Fig. 7:**
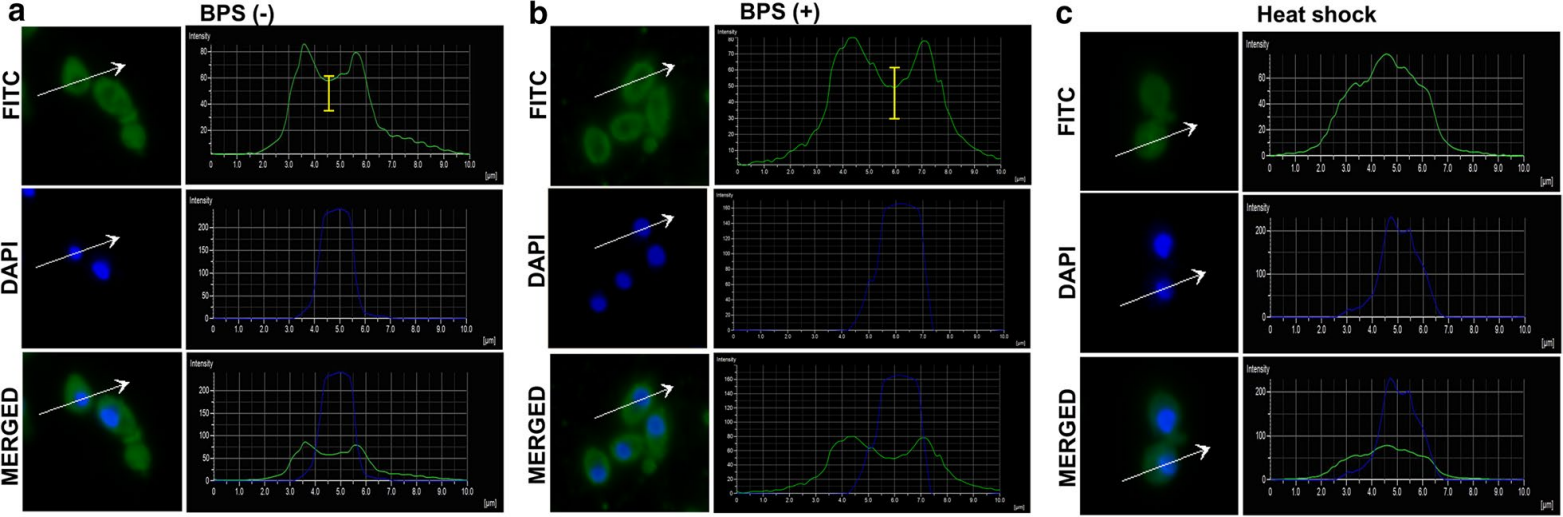
Analysis of cellular localization of Hsf1—Microscopy images of Hsf1 cellular localization in **a** wildtype [BPS (−)] cells, **b** iron deprived [BPS (+)] cells and **c** heat shock treated cells. The fluorescent images are shown alongside quantified intensity plot. The topmost panel in each section represents staining with primary antibody (anti-Hsf1 coupled with secondary antibody labeled with FITC visualized as green fluorescence). The middle panel represents nuclear staining with DAPI. The bottom panel is the merged Fig. The fluorescence intensity of the selected transversal section of the cell (arrow line) was quantified and represented as intensity plot, where the length and direction are expressed as distance on the x-axis. Two peaks in the intensity plot in **a** and **b** corresponding to cytoplasmic localization of Hsf1 was observed. The dip in fluorescence depicting Hsf1 concentration in the nucleus in **a** and **b** panel is due to the lesser amount of Hsf1 in the nucleus as compared to the cytoplasm. The dip is more prominent in case of BPS (+) cells. The sharp peak in case of heat shock **c** corresponds to increased nuclear localization of Hsf1 upon heat shock conditions

Additionally, comprehensive analysis of the genome wide data, specifically those genes, where Hsf1 shows significant binding both under basal and iron deprived conditions (enriched both category) was carried out. These genes were analyzed and sorted on the basis of difference in binding intensity in basal conditions as compared to iron deprivation (Fig. 8a). Interestingly, on a detailed analysis, it was observed that Hsf1 showed approximately 3.7 times lower binding intensity on the promoter of an uncharacterized gene, *orf 19.1486*, under iron deprivation as compared to binding under wildtype conditions (Fig. 8b). 

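The listed probe of orf19.1486 (chromosome 2, 315403 to 315462 in Assembly 21) had a binding intensity of 5.83 and 5.11 on the BPS (−) arrays, a mean of 5.47 ± 0.51 (SD, n = 2 arrays), and of 2.41 and 2.37 on the BPS (+) arrays, a mean of 2.39 ± 0.03 (SD, n = 2). The difference of 3.08 on the log2 scale was larger than the spread between replicates. Its adjusted p in limma, 1.22e-12, rests on 1 spread shared by all listed promoters (standard error 0.39) and not on its own replicates. The difference was 3.66 in the normalized values deposited by the authors. After a normexp background correction, the alternative that moved it most, it was 1.09 (adjusted p = 0.0619 in limma). After quantile normalization it was 2.02 (adjusted p = 0.250 in limma). Over all alternatives, the adjusted p ran from 2.60e-14 to 0.250. The array has 42 probes named after this gene, but none 60 to 250 bp from the listed one. With its nearest probe on each side averaged in, the difference was also 2.02.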

In silico analysis revealed that this protein is localized to the nucleus. 

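CRZ1 (chromosome 3, 1295744 to 1295803) fell from 6.41 ± 0.03 (SD, n = 2 arrays) to 4.18 ± 0.45, a difference of 2.23 (adjusted p = 5.28e-07 in limma). CRZ2 (chromosome R, 1525815 to 1525874) fell from 4.71 ± 0.42 to 2.04 ± 0.33, a difference of 2.67 (adjusted p = 8.51e-10 in limma). YHB1 (chromosome R, 1690311 to 1690370) fell from 4.10 ± 0.30 to 1.87 ± 0.68, a difference of 2.22, and its adjusted p in limma of 5.28e-07 rose to 0.0584 without BPS (+) replicate 2, with a range over the alternatives of 1.57e-07 to 0.327. The probes of CRZ2 and YHB1 were bound under BPS (−) only and that of CRZ1 under neither condition. Neighboring probes averaged −0.19 at YHB1 under BPS (−), and CRZ1 has none within 60 to 250 bp. Quantile normalization left differences of 1.23 at CRZ1, 1.55 at CRZ2 and 1.13 at YHB1, none of them with an adjusted p below 0.05 in limma. Over the alternatives, the adjusted p ran from 5.28e-07 to 0.748 at CRZ1, whose difference was 0.33 at one SD, and from 3.85e-11 to 0.254 at CRZ2. Before any scaling between arrays, 25 promoters had a difference above 2 and 2 had one above 3.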

All other genes for example, the calcineurin pathway genes *CRZ1*, *CRZ2*, major regulator of nitrosative stress, *YHB1*, and a few other genes also displayed high differences (approx > 2), however lesser than the binding intensity 3 as seen in the case of *orf 19.1486*.

**Fig. 8:**
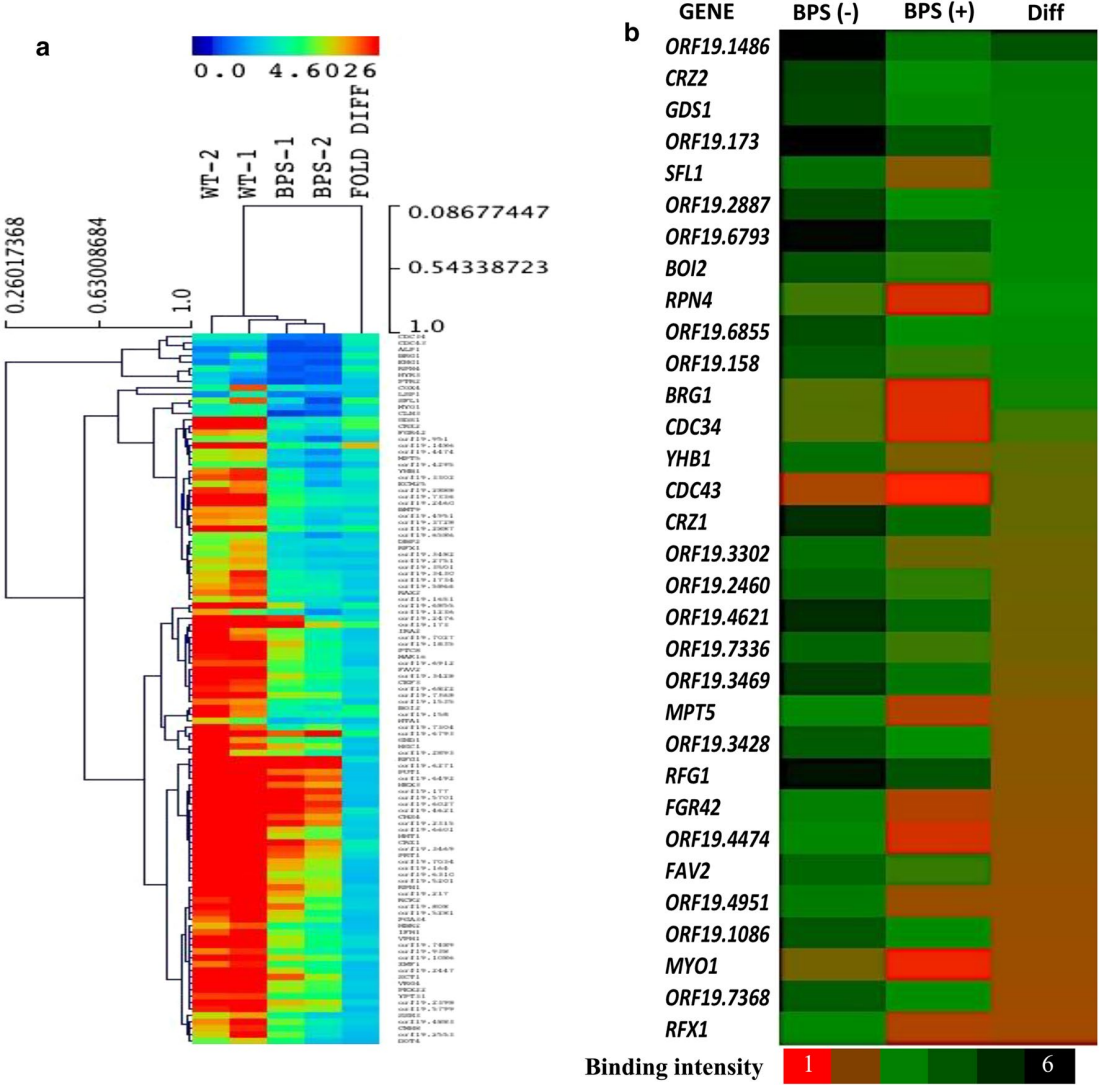
Comparison of Hsf1 binding intensity under wild-type and iron-deprived conditions. **a** Differences of binding intensity of genes whose promoters are enriched both under normal and iron deprived conditions using Jalview Software. **b** The genes which show maximum difference in intensities are represented as heat map

### Novel predicted motifs of Hsf1 under basal conditions in *Candida albicans*

The underpinnings that not only does Hsf1 bind to the canonical HSE [(nGAAn)_3_] constitutively, but also to some non canonical binding sites (GAAnnTTC and TTCn_7_TTC) upon heat shock induction in order to regulate the expression of *C. albicans* genes has been recently reported (Leach et al. 2016). We examined whether Hsf1 performs its diverse functions under basal conditions by binding to motifs similar to heat shock elements (HSEs) or employ other independent motifs. For this a de novo motif discovery by employing MEME software was carried out. Out of the 660 genes which showed Hsf1 enrichment on promoters under both wildtype and iron deficient conditions, we selected 535 genes with the p-value = 0 (denoting most significant enrichment of Hsf1) and then analyzed along with 535 control sequences for motif analysis. 200 bp spanning the summit of Hsf1 peaks was extracted for all the 535 sequences for motif discovery.

The presence of multiple binding motifs of a transcription factor most commonly is associated with their mobility especially in the case of stress responsive transcription factors, so that they can activate myriad of genes upon encountering stress condition. Interestingly, analysis revealed a novel motif—(GTGn_3_GTGn_3_GTG) (Fig. 9a), which was centrally enriched (Fig. 9b) and also showed the highest frequency of occurrence, 448 sites in total as compared to the other motifs identified along with the canonical [(nGAAn)_3_] motif. 

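Motifs were searched on both strands of the 60 bases of each listed probe, since the probes cover the full 200 bp around a site at only 16 of the 659 sites. The sequence GTGNNNGTGNNNGTG was found in 107 listed probes (16.2%) and in 3 of 659 control probes drawn from the unbound ones, an odds ratio of 42.4 (Fisher's exact test, two-sided, p = 4.04e-30, adjusted p = 2.02e-29 over 5 motifs). Over the alternatives, the odds ratio was highest with control probes matched on GC content, 2 of which had the motif (63.7), and lowest when 1 mismatch was allowed, with 221 listed probes and 13 controls (25.1). The paper discovered GTGNNNGTGNNNGTG in sequences around the listed sites, so its excess there is not independent evidence. The controls were drawn from unbound probes, and probes with the repeat are bound more often. Of those not listed, 17.4% were bound under both conditions, compared with 0.836% of the probes without it. The heat shock element was rarer within the probe. By Fisher's exact test, GAANNTTCNNGAA was found in 4 listed probes and 2 controls (p = 0.687), and GAANNGAANNGAA in 8 and 2 (p = 0.108, adjusted p = 0.180). TTCNNNNNNNTTC was found in 58 and 33 (exact p = 0.0088, adjusted p = 0.0220). With the controls matched on GC content, none had GAANNGAANNGAA, and its adjusted p by the exact test was 0.0127. Of the 107 listed probes with GTGNNNGTGNNNGTG, 81 have probes without it 60 to 250 bp away. Their own median binding intensity was 4.24 under BPS (−) and that of those neighbors 0.43. For the 1099 probes with the repeat that are not listed and have such neighbors, the values were 1.45 and 0.10. Probes with the motif that are not listed, 1223 in number, had a median of 1.57 under BPS (−), and 64.7% of them were above 1, compared with 4.07% of the 175213 probes without it.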

Two other motifs also showed significant enrichment, dispersed at different locations among the 535 genes (Fig. 9c, d) although at a lower frequency. Further investigations showed that, Hsf1 displayed differential binding affinities under basal and iron deprived conditions in all the three different Hsf1 motifs discovered.

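The 107 listed promoters whose probe carries GTGNNNGTGNNNGTG had a median binding intensity of 4.27 under BPS (−) and 2.79 under BPS (+), with a median difference of 1.41. All 107 were higher under BPS (−) without scaling between arrays, 79 when the arrays were scaled to one SD and 90 after quantile normalization, and 99 differed in limma at an adjusted p below 0.05 without scaling. The 552 without it had 2.53 and 1.61, with a median difference of 0.90, which quantile normalization lowered to 0.02, and 301 of them differed without scaling. At the 12 promoters whose probe carries a heat shock element of 3 units, the medians were 3.18 and 2.18. Of these, 10 were higher under BPS (−) without scaling and 5 after quantile normalization. The difference between motifs was not tested. Of the motifs drawn in Fig. 9, only the first was searched by its own sequence.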

**Fig. 9:**
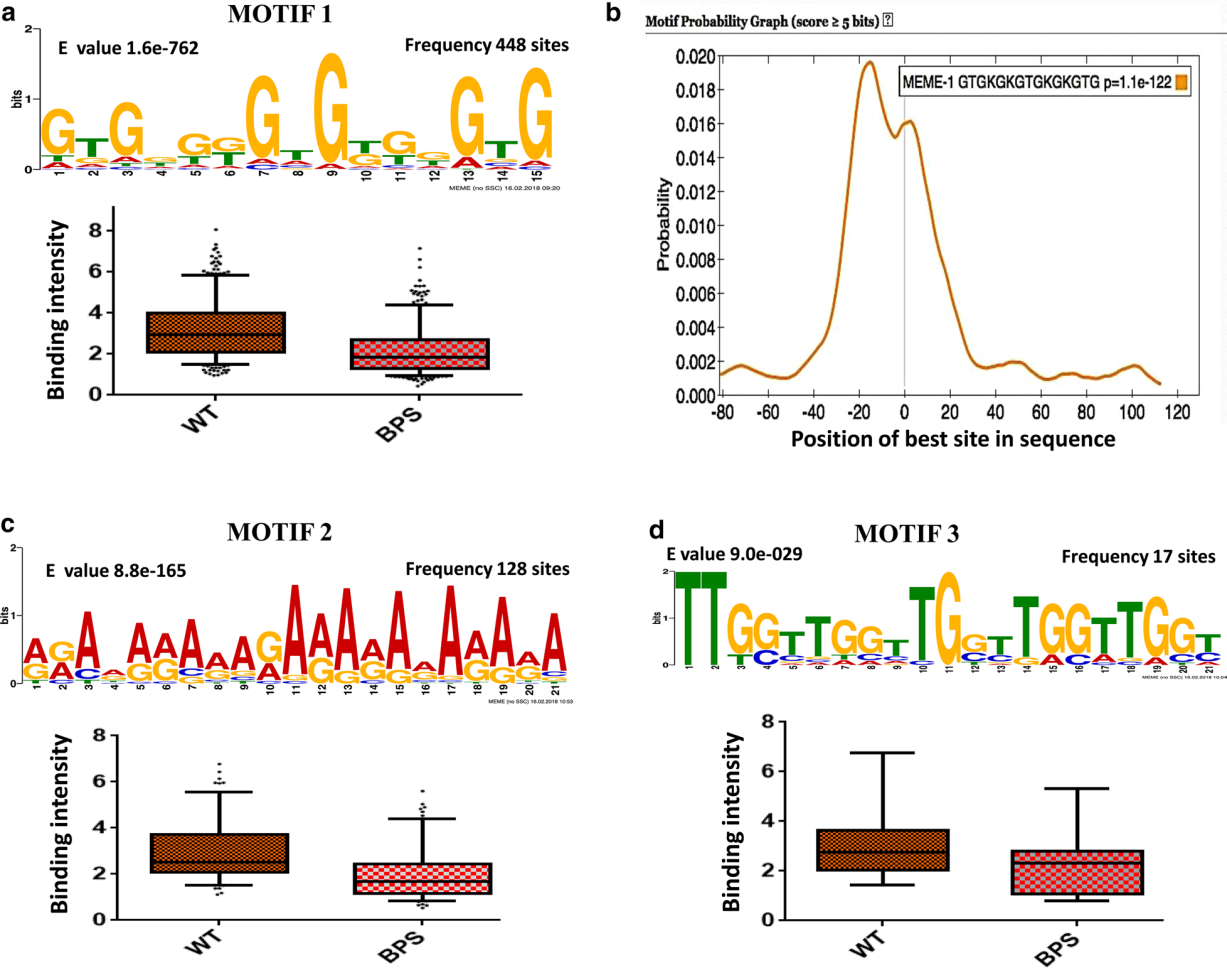
Hsf1 binding sites prediction: Hsf1 binding peaks are predicted based upon ChIP, peaks using MEME software. (**a**) Motif 1-De novo motif analysis using MEME on Hsf1-binding sites identified this highly significant sequence (E-value = 1.6 e–762). This motif is centrally enriched as seen in plot (**b**). The motifs with second and third highest frequency are represented as motif 2 (**c**) and motif 3 (**d**)

## Discussion

In the commensal human pathogen, *C. albicans,* Hsf1 is recently reported to be essential for survival under iron deprivation conditions wherein; its conditional mutant elicited lower intracellular levels of iron and consequently dysfunctional mitochondria (Nair et al. 2017). In an attempt to understand the regulation of non-conventional roles mediated by Hsf1, and thereby, deciphering its transcriptional network especially in the context of iron homeostasis, we employed genome-wide chromatin immuno-precipitation studies under basal and iron deficit conditions in *C. albicans* cells. A deeper insight into the ChIP data revealed that the transcriptional regulation by Hsf1 is not only restricted to the induction of heat shock proteins (Hsps) but also to several genes across the entire genome which displayed its moderate to high occupancy on its promoter. The Hsf1 binding sites spanned not only to core gene promoters but also to the downstream and inside regions. It is usually noted that binding just upstream of the transcription start site (TSS) helps in positioning the polymerase II at the beginning of the gene for transcriptional activation. Presence of transcription factor (TF) binding sites inside or downstream of gene may either act as regulatory sequence for the same gene or as an enhancer for the control of same gene or downstream gene (acting as a distal enhancer) in orientation and position independent manner. However, all the binding sites may not be functional or represents a non-productive binding site or could just be alternative TSS (Shariq et al. 2017).

Genomic analysis uncovered that Hsf1 binds to genes of pleiotropic functionality mainly those implemented in stress response, cell wall integrity, filamentation, nutrient stress response and several mitochondrial genes, thereby, highlighting the global role of this heat shock transcription factor under basal conditions. The fact that Hsf1 levels affected susceptibility to various cell wall perturbing agents and that the cell wall integrity in Hsf1 is also compromised, matched well with present observation that several major regulators of cell wall *RHB1*, *SIM1*, S*UR7*, etc. involved in cell wall maintenance apart from *CHT3* and *CHS4* the principal components in chitin biosynthesis show strong promoter occupancy of Hsf1 (Dünkler et al. 2005). A few prime coordinators of filamentation comprising *RAS1, RAS2* and *EFG1* also have the occupancy of Hsf1 on its promoters, strengthening our previous observation that Hsf1 regulates morphogenesis under basal conditions (Feng et al. 1999; Desai et al. 2015). Additionally, the influence of Hsf1 on mitochondrial integrity was evident not only from the inability of the Hsf1 mutant to grow on non-fermentable carbon sources but also failure to take up Mitotracker red stain. 

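COX2 has no site in Table S2. The probe of COX2 whose deposited normalized values equal those of Table S1 lies on the mitochondrial chromosome, from 1781 to 1840, and had a binding intensity of 5.06 ± 0.13 (SD, n = 2 arrays) under BPS (−) and 4.13 ± 0.67 (SD, n = 2) under BPS (+). Probes of the gene were bound under both conditions. The probes around the COX2 probe averaged 1.52 under BPS (−). The limma model covered the sites of Table S2 only, so this difference was not tested there. COX4 was not analysed here.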

Here, we observed that Hsf1 displayed significant enrichment on the promoters of cytochrome c subunits, *COX2* and *COX4* oxidase, a mitochondrial matrix co-chaperone, *MGE1* also seen to have a role in iron homeostasis, apart from several other mitochondrial genes (Demuyser et al. 2017). Our previous observation depicting the essentiality of Hsf1 for growth in iron-deprived media could be attributed to the fact that various iron responsive genes which are mostly regulated by the major iron regulators Sef1, Sfu1 and Hap43 are also regulated by Hsf1 as visualized by strong binding on their promoters (Fig. 4). In this context, it is relevant to mention that certain heat shock chaperones have been intimately linked for their roles in iron homeostasis previously. Generally, the Fe–S cluster chaperone system dedicatedly mediates the process of cluster release from the scaffold for transfer to the target proteins to cytoplasm, nucleus or mitochondria. Attenuation of any component of the yeast Fe–S cluster assembly and export systems not only results in Fe/S protein defects, but also has severe consequences for intracellular iron homeostasis (Lill et al. 2006). Recent evidences show instances of certain chaperones specially of the Hsp70 family of proteins are involved in Fe–S cluster delivery and this interactions are not only restricted to yeast but are also observed in humans wherein, the chaperones comprise heat shock protein HSPA9 and the J-type chaperone Hsc20 (Wachnowsky et al. 2018). Hence, suggesting wider roles of these heat shock factors and their iron-mediated effects.

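Ranked by the difference between conditions, the first of the listed promoters was that of SCT1 (chromosome 3, 162236 to 162295), which fell from 6.01 ± 0.35 (SD, n = 2 arrays) under BPS (−) to 2.71 ± 1.66 (SD, n = 2) under BPS (+), a difference of 3.30 (adjusted p = 2.67e-14 in limma). Its BPS (+) replicates had 3.88 and 1.54, a spread that this p, from 1 spread shared by all listed promoters, does not reflect. Its neighboring probes averaged −0.92 under BPS (−). Without BPS (+) replicate 1 its difference was 4.47. The promoter of orf19.1486 ranked second. SCT1 kept the first place in 6 of 13 alternatives. In the others the first place went to orf19.1486 with the authors' deposited normalized values (3.66, against 3.25 for SCT1) and without BPS (+) replicate 2 (3.06 against 2.13), to GDS1 without BPS (−) replicate 3 (3.57 against 3.05), to GEF2 at one SD (1.94 against 1.81) and at one spread of the unbound probes (2.03 against 2.01), to CRZ2 with normexp (2.29 against 1.76), and to orf19.158, named after its values were seen, with the nearest probe on each side averaged in (2.18 against 1.23). GDS1 (2.81), GEF2 (2.80) and BOI2 (2.68) followed. For GEF2, Table S1 holds 1.81 and 1.14, where the listed probe had 3.98 under BPS (−) and 1.18 under BPS (+). Its values for GDS1 (4.87 and 2.03) and BOI2 (4.73 and 2.11) lie near those here. The neighboring probes of GEF2 averaged 0.06 under BPS (−), and GDS1 and BOI2 have none. In the other direction, CDC37 rose from 2.40 ± 0.18 to 3.98 ± 0.16 under BPS (+) (adjusted p = 3.27e-04 in limma). Over the alternatives, its adjusted p in limma ran from 3.45e-11 to 0.218. Without BPS (+) replicate 2, the remaining BPS (+) array had 3.86. GRP2, ZNC1, MSI3 and FCR1 also had both BPS (+) arrays above both BPS (−) arrays, with adjusted p from 0.0731 to 0.237 in limma.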

The most noteworthy binding of Hsf1 was on uncharacterized *orf 19.1486,* which showed maximum differential binding intensity under iron-deprived conditions. Earlier, the protein codded by *orf 19.1486* has been shown to possess a life-span regulatory factor domain regulated by Sef1, Sfu1, and Hap43. Additionally, in cells lacking the iron regulator Sef1, the expression of *orf 19.1486* is reported to be down regulated (Chen et al. 2011). Hence, this *orf* appears to be a common target of both the major regulator of iron homeostasis, Sef1 and also the thermal stress regulator Hsf1, however, this remains to be explored.

The transcriptional landscape of *C. albicans* cells had revealed that greater number of genes were down regulated upon iron scarcity, while, the heat sock proteins *HSP30*, *HSP70*, *HSP78, HSP60* and *HSP90* manifested variable transcript levels upon iron deprivation (Hameed et al. 2011). In this study, we observed that Hsf1 display strong and significant binding on these gene promoters both under basal and iron deprived conditions, interestingly, with similar binding intensities. This may be indicative of the fact that the association of Hsf1 on these genes is essential irrespective of the variable environmental cues. 

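Each heat shock protein promoter was set against the 20 listed promoters nearest to it in binding intensity under BPS (−). Without scaling between arrays, the difference between conditions was larger than that of HSP104 at 20 of its 20 nearest promoters, than that of HSP78 at 19, HSP60 at 18, HSP70 at 16 and HSP90 at 13. Among 55 other listed promoters whose neighboring probes averaged at least 2 under BPS (−), the median difference was 0.67, with quartiles of 0.27 and 1.09. Of the 4 heat shock protein promoters with such neighbors, HSP60 and HSP104 were below that median and HSP78 and HSP90 above it.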

Notably, under basal conditions, we observed majority of the genes to have a stronger binding intensity of Hsf1 in basal conditions as compared to iron deprived situation. This could be linked to decrease translocation of Hsf1 to the nucleus upon iron deprivation as suggested by our immunofluorescence assays (Fig. 7). 

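In all, 1021 regions were bound under at least 1 condition, 946 under BPS (−), 640 under BPS (+) and 565 under both. Of the 1020 with a value on all 4 arrays, 736 differed between conditions at an adjusted p below 0.05 in limma on the mean of the region's probes, 731 of them lower and 5 higher under BPS (+), and the median difference was 0.98. The regions were called on these same arrays, more of them under BPS (−), so this split of directions is not independent of how they were chosen. This count depended on the scale given to the arrays. It was 79 after scaling to one SD, 52 of them lower under BPS (+), and 0 after quantile normalization in limma, where 209 had an unadjusted p below 0.05. From the stronger binding at most genes under basal conditions and its immunofluorescence images, the paper proposes that the lower intensities under iron deprivation are linked to less Hsf1 entering the nucleus.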

How iron deficiency impacts Hsf1 intracellular translocation need to be explored. One could speculate that iron may be essential for proper functioning or targeting of Hsf1 to the nucleus.

Owing to their similar DNA binding domains, eukaryotic transcription factors (TFs), have been grouped into various families. However, there may be multiple binding sites for certain TFs in order to enable distinct gene expression programs depending on the environmental cues. For instance, recently the transcription factors from ZCF family displayed binding on multiple motifs in response to oxidative stress conditions (Issi et al. 2017). Our analysis revealed a new additional motif -GTGn_3_GTGn_3_GTG-, where Hsf1 showed significant enrichment in several gene promoters under basal conditions. Notably, this is distinct from the well-known -nGAAn- repeat motif enriched mostly in response to heat shock and therefore, called as Heat Shock Element (HSE) (Nicholls et al. 2011). The presence of alternate motifs or rather the absence of a dominant binding motif likely facilitates the mobility of such stress responsive transcription factors involved in varied functions. Interestingly, the enrichment of Hsf1 on these motifs also varied in intensities depending on presence or absence of iron.

While the precise nature of the signal eliciting the heat shock response remains explicit in humans and yeast, it is the non-heat shock roles of Hsf1 are beginning to be realized. Additionally, in a parallel study carried out in model yeast, it was observed that Hsf1 performs essential function in yeast under all conditions while mammalian Hsf1 is dispensable for normal cell growth but becomes essential during oncogenic transformation (Solís et al. 2016). Present study highlights the non-heat shock responsive roles of Hsf1. The involvement of heat shock proteins (Hsps) upon nutrient deprivation or alternate stresses may act as an immediate line of defense in providing a cross protection against several direct or indirect stresses. Together, our data sheds light on the genes and biological functions controlled by Hsf1 which plays a critical role in drug resistance, iron deprivation, filamentation and general stress response in *C. albicans*. Hsf1 hence, also orchestrates diverse transcriptional programs in *C. albicans* under basal conditions.

## Additional files

**Additional file 1.** Additional tables.

**Additional file 2.** Additional figure.

# Supplementary material for: Identification of genome-wide binding sites of heat shock factor 1, Hsf1, under basal conditions in the human pathogenic yeast, Candida albicans
**Source:** AMB Express. 2018 Jul 16;8:116. doi: 10.1186/s13568-018-0647-7
**Supplement:** Supplementary file 2 — Additional file 2. Additional figure.

|                                                            |                                                                                                                                                                                                                                                                                                                                                                 |
|------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                            |                                                                                                                                                                                                                                                                                                                                                                 |
| <b>Journal name</b>                                        | <b>AMB Express</b>                                                                                                                                                                                                                                                                                                                                              |
| <b>Manuscript Title</b>                                    | <b>Identification of genome-wide binding sites of Heat shock factor 1, Hsf1, at basal conditions in the human pathogenic yeast, <i>Candida albicans</i></b>                                                                                                                                                                                                     |
| <b>The name(s) of the author(s)</b>                        | Remya Nair <sup>1,2</sup> , Nitesh K. Khandelwal <sup>2,3</sup> , Md.Shariq, <sup>2,4</sup> Archana K. Redhu <sup>2,5</sup> , Naseem A. Gaur <sup>3</sup> , Shamim Shaikh <sup>1</sup> and Rajendra Prasad <sup>6*</sup>                                                                                                                                        |
| <b>The affiliation(s) and address(es) of the author(s)</b> | <sup>1</sup> Rajiv Gandhi Institute of IT & Biotechnology, Bharati Vidyapeeth University, Pune                                                                                                                                                                                                                                                                  |
|                                                            | <sup>2</sup> School of Life Sciences, Jawaharlal Nehru University, New Delhi, 110067, India.                                                                                                                                                                                                                                                                    |
|                                                            | <sup>3</sup> International Centre for Genetic Engineering and Biotechnology , New Delhi, 110067, India.                                                                                                                                                                                                                                                         |
|                                                            | <sup>4</sup> National Institute of Pathology, Safdarjung campus, New Delhi, 110029, India.                                                                                                                                                                                                                                                                      |
|                                                            | <sup>5</sup> Department of Biosciences and Bioengineering, IIT-Bombay                                                                                                                                                                                                                                                                                           |
|                                                            | <sup>6</sup> Amity Institute of Integrative Sciences and Health and Amity Institute of Biotechnology Amity University, Gurgaon, 122413, India                                                                                                                                                                                                                   |
|                                                            |                                                                                                                                                                                                                                                                                                                                                                 |
| <b>The e-mail address of the corresponding author</b>      | <b> , </b>                                                                                                                                                                                                                                                                                                                |
|                                                            |                                                                                                                                                                                                                                                                                                                                                                 |
|                                                            |                                                                                                                                                                                                                                                                                                                                                                 |
| <b>Figure Legend</b>                                       |                                                                                                                                                                                                                                                                                                                                                                 |
| <b>Supplementary Figure 1-</b>                             | <b>Figure representing the specific region on the promoters of <i>HSP60</i>, <i>HSP70</i>, <i>HSP78</i>, <i>HSP90</i> and <i>HSP104</i> where maximum intensity of binding is observed. The value of comparative binding intensities between wildtype and iron deprived is represented as green and black colour. Black colour represents stronger binding.</b> |

**Figure S1**

| Gene          | Chromosome | Position | BPS (-) | BPS (+) |
|---------------|------------|----------|---------|---------|
| <i>HSP60</i>  | CHR R      | 132 bp   |         |         |
| <i>HSP70</i>  | CHR 1      | 162 bp   |         |         |
| <i>HSP78</i>  | CHR 2      | 360 bp   |         |         |
| <i>HSP90</i>  | CHR 7      | 302 bp   |         |         |
| <i>HSP104</i> | CHR R      | 460 bp   |         |         |

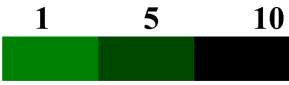

Binding intensity

How the deposited data were processed for this re-analysis (not part of the article)

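Hsf1 was immunoprecipitated from wildtype C. albicans grown without [BPS (−)] or with [BPS (+)] 150 μM of the iron chelator BPS. The DNA was hybridized with its input to 4 arrays of 1 slide, 2 arrays per condition, labelled replicates 3 and 4 for BPS (−) and replicates 1 and 2 for BPS (+). The labels share no replicate number across conditions, so arrays were not paired, and with all arrays on 1 slide no slide block was fitted.

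The authors' scanner software, Agilent Feature Extraction, gave for each spot and dye the mean signal intensity, its local background and a processed intensity, which is background-subtracted, detrended and linearly dye-normalized within the array. It also gave a log10 ratio of the processed signals, red over green, with its error from the error model of the software, as the authors deposited it. The authors deposited in addition a table of log2 ratios of red over green, normalized within each array, for which their methods name subtraction of the median of blank spots and intra-array LOWESS.

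Binding intensity was computed as the log2 ratio of the processed signals, red over green, minus the array's median over the 176852 tiling probes. The 3440 control spots were left out, as were spots with an outlier flag (505, 48, 33 and 31 on the arrays, in the order of the replicates given above). Saturated spots were kept, namely 242, 170, 8 and 31 in the input channel. Probe positions were taken from the probe names, which follow Assembly 21. The table of genes that came with the data follows another assembly, and none of its coordinates was used.

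Bound probes were called on each array with the Whitehead neighborhood model from 3 probes within 1000 bp, each array against its own spread below the median. That spread, as an SD, was 0.42 and 0.45 on the BPS (−) arrays and 0.32 and 0.31 on the BPS (+) arrays. A condition counted a probe that was bound in both replicates. Bound probes no more than 1000 bp apart were joined to a region. Genes were counted by the name that the array gives each probe.

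The promoters compared between conditions are the 659 sites of Table S2, fixed by the paper, at the probe whose gene and start match. The 2 sites that carry each other's position were exchanged. Differences were tested with limma's moderated test, with Benjamini-Hochberg adjustment over the promoters or regions tested and a threshold of 0.05. The lone array of a condition, when the other was left out, was assumed to vary like those of the other condition. Shares by chromosome and centromere flank were tested by permutation with 100000 random draws of probes. Motif counts were tested with Fisher's exact test against 659 of the 137503 unbound probes. The region class on which the plan meant to match these control probes could not be derived from the array, and a set matched on GC content was used as an alternative. HSF1 was taken to be CTA8, a pairing that the files do not give.

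The genes named in the text are every gene the paper's Results name as bound, the 5 listed promoters with the highest mean binding intensity under BPS (−), and the 5 with the largest difference in each direction among those whose arrays of one condition both lie above both arrays of the other. Further features named in the text are marked where they were chosen after their values were seen.

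The alternatives were a normexp background correction with an offset of 50, the paper's blank subtraction with LOWESS (span 0.3, since the paper gives none), the normalized log2 ratios deposited by the authors, a filter on dim input probes, ratios weighted by their error, a stricter call, regions that overlap between replicates in place of shared probes, green over red, a mean of 3 probes, scaling of the arrays to one SD, quantile normalization, limma with an intensity trend, and each array left out in turn. For the sites, other flanks, region sets, mismatches, strands and control probes were tried. Scaling to one spread of the unbound probes, a 200 bp motif window and the location of sites through the values of Table S1 were added after the data had been seen.

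The number of arrays, 2 per condition, limits the precision of every value, and an exact permutation test of the arrays cannot give a p below 0.333. At least 99.8% of the probes were well above background in both channels on each array, so signal over background limits few probes. The call was tested on simulated data with 400 sites on 176852 probes, of which 96.0% were bound on both arrays, with 373 regions called and 0 of them outside the sites. Each simulated site raised its neighboring probes too, so this test does not cover listed probes that stand alone. limma was tested on 659 simulated promoters, 100 of them lowered by 1.5 on the log2 scale. It called 81.0% of these and 2 of the others. All simulated promoters had the same spread and the arrays the same scale, so that test does not cover the difference in scale between these arrays.

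Counts by promoter, inside and downstream region and the distances from the start codon were left out, since the array gives gene names without region classes or start codons. The immunofluorescence, expression and growth experiments were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.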

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

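The test in this part was chosen after its result had been seen.

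Of the 85 regions of the nuclear chromosomes with at least 5 probes bound under both conditions, 15 carry no gene of any list in Table S1, so that signal is present at genes outside its promoter lists. The paper also counts genes bound inside or downstream, and whether these regions are among those was not determined. The 5 with the highest binding intensity under BPS (−), chosen after their values were seen, are at GIT2 and GIT3 (chromosome 5, 205144 to 205983, with 3.25 and 4.34 on the BPS (−) arrays and 4.64 and 4.12 on the BPS (+) arrays), SIS1 (chromosome R, 1295173 to 1298082, 3.41 and 2.41), IRO1 and URA3 (chromosome 3, 290644 to 292299, 3.31 and 2.36), orf19.3395 (chromosome 6, 386936 to 387265, 2.42 and 1.66), and SRV2 and YDJ1 (chromosome R, 938139 to 940388, 2.41 and 2.05). The other pairs of values are means under BPS (−) and BPS (+), without scaling between arrays.

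Noise of single spots was tested at listed probes that stand alone. Their median difference between BPS (−) replicates was 0.48, against a median binding intensity of 3.21. The paper kept peaks found in both replicates of these arrays, so that agreement was partly selected for and does not settle the question. These regions rest on at least 5 probes bound in each of the 4 arrays, which single spots do not give. Open on the technical side are DNA carried over or enriched for other reasons than Hsf1, and the authors' choice of genes for Table S1. Occupancy by Hsf1 outside the listed promoters stays open on the biological side. No array without the antibody or without Hsf1 was analysed here that could separate these, and a difference between conditions was not tested for these 15 regions by themselves.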

How the results depend on the processing

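Scaling to one spread of the unbound probes, the 200 bp motif window and the location of sites through Table S1 were tests chosen after the data had been seen. The other alternatives were set before the data were examined.

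Of the 157 comparisons made on the results that answer a claim, 103 left the result on its side and within its spread, 47 moved it, 4 weakened it and 3 reversed it. Of the 631 on single genes, 458 left it, 82 weakened it, 21 strengthened it, 62 changed its direction and 8 moved it. No paired analysis was possible because the labels of the BPS (−) and BPS (+) arrays share no replicate numbers.

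Taking green over red left 0 genes bound under both conditions (614 in the main values), 0 only under BPS (−) (396) and 0 only under BPS (+) (91), 0 listed promoters (269), 0 genes of either specific list (18 and 2) and 0 of the 72 genes of the functional classes, because the called ratios change sign. These are counts from the neighborhood call, which has no adjusted p.

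A normexp background correction gave 223 genes bound only under BPS (−), 149 only under BPS (+) and 10 genes of the BPS (−) specific list. Ratios weighted by their error gave 225, and 7 and 1 genes of the BPS (−) and BPS (+) specific lists. The deposited normalized values gave 9 genes of the BPS (−) list, and the stricter call gave 4 of the BPS (−) list and 0 of the BPS (+) list. The stricter call lowers counts by its construction; otherwise the cause was not tested.

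Leaving out 1 array in turn gave 247 (without BPS (+) replicate 1) to 750 (without BPS (−) replicate 4) genes bound only under BPS (−), 35 (without BPS (−) replicate 3) to 249 (without BPS (+) replicate 1) only under BPS (+), 642 to 763 under both, and 273 to 318 listed promoters. The specific lists gave 15 to 28 genes for BPS (−) and 1 to 5 for BPS (+). Part of this follows from construction, since a condition left with 1 array asks for 1 call in place of both.

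The median difference at the listed promoters, 1.01 with 619 higher under BPS (−) and 38 higher under BPS (+), kept its direction under each alternative. It was 0.79 with normexp, 0.87 with the deposited values, 0.64 with the mean of 3 probes, 0.15 at one SD (415 and 242), 0.27 at one spread of the unbound probes (467 and 190) and 0.069 after quantile normalization (378 and 278). Leaving out 1 array gave 0.83 to 1.14. Located through Table S1, the sites gave 1.00. Scaling removes by construction what differs between arrays in spread. Whether that spread is technical was not settled.

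The count of listed promoters past the threshold in limma, 400, was 173 with normexp, 56 at one SD (24 lower and 32 higher under BPS (+)), 46 at one spread of the unbound probes (23 and 23) and 0 after quantile normalization, where 86 had an unadjusted p under 0.05. Without BPS (+) replicate 2 it was 26 and without BPS (+) replicate 1 it was 240, in a range of 26 to 431. For bound regions, 736 became 117, 79 (52 lower and 27 higher), 110 (82 and 28) and, in limma after quantile normalization, 0, with 209 at an unadjusted p under 0.05. Leaving out 1 array gave 335 (without BPS (+) replicate 2) to 721. The fits without an array have fewer arrays. At the listed promoters, those without a BPS (+) array also had 11.9 degrees of freedom, against 1316 with all arrays. A smaller count there need not mean a smaller difference. Without BPS (+) replicate 2, the median difference was 0.96, against 1.01 with all arrays. Otherwise the cause was not tested.

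The mean difference of the heat shock protein promoters, 0.54, was 0.22 with the deposited values and reversed to −1.63 at one SD, −1.35 at one spread of the unbound probes and −0.32 after quantile normalization, with 0.34 to 0.74 when 1 array was left out. The difference at orf19.1486, 3.08, was 1.09 with normexp and 2.02 after quantile normalization, neither past the threshold, with 2.72 to 3.44 when 1 array was left out. The cause was not tested.

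Single promoters past the threshold in the main values changed direction at one SD and at one spread of the unbound probes, namely HSP90 (−0.72, −0.49), GSY1 (−0.58, −0.34), HSF1 (−0.35, −0.15) and orf19.3475 (−1.25, −0.91), and after quantile normalization PDR16 (−0.0071). Promoters not past it changed direction at the same pair of scalings, namely HSP60 (−1.81, −1.58), HSP70 (−1.46, −1.22), HSP78 (−1.35, −1.08), HSP104 (−2.79, −2.40), orf19.6390 (−2.62, −2.21), orf19.7085 (−2.27, −1.89), CYP1 (−2.17, −1.80), SOD1 (−0.96, −0.84), BRG1 (−0.14, −0.10), MDR1 (−0.39, −0.26) and YCF1 (−0.15, −0.052), and at one SD alone PGA13 (−0.097) and EFG1 (−0.062). After quantile normalization they were HSP60 (−0.82), HSP70 (−0.41), HSP78 (−0.063), HSP104 (−0.31), CHT3 (−0.23), PGA13 (−0.32), BRG1 (−0.27), EFG1 (−0.28), SOD1 (−1.07), MDR1 (−0.52), ERG11 (−0.11), YCF1 (−0.40) and CYP1 (−0.0038). With normexp they were HSP60 (−0.46) and SOD1 (−0.12), with blank subtraction and LOWESS HSP104 (−0.063) and MGE1 (0.0041, from −0.080), with the deposited values HSP104 (−0.38), orf19.6390 (−0.17) and MGE1 (0.035), and with the mean of 3 probes BRG1 (−0.12) and MGE1 (0.16). Leaving out 1 array gave both directions at HSP60 (−0.48 to 0.77), HSP104 (−0.10 to 0.61), MGE1 (−0.44 to 0.28), BRG1 (−0.081 to 0.49), SOD1 (−0.27 to 0.37) and ASR1 (−1.97 to 0.49). The cause was not tested.

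The correlation of the ratios with Table S1, on average 0.944, was 0.923 by Spearman. The ratio of observed to expected sites at centromeres, 0.54 within 20 kb, was 0.48 within 10 kb and 0.95 within 50 kb, neither past the threshold of its unadjusted permutation p. Fewer sites lie in the narrower flank. The excess of GTGNNNGTGNNNGTG kept its direction and stayed past the threshold under each alternative searched in the 60 bases of the probe, with odds ratios of 25.1 to 63.7. The paper discovered the motif at these listed sites, so the excess is not independent evidence.

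Alternatives not run were those for the distance from the start codon and for counts by region class, which the array's gene names do not give, and a block for the slide, since all arrays lie on 1 slide. A 200 bp motif window was covered in full at 16 sites, 3 of them with the motif and 0 of 16 control sites, which gives no odds ratio and did not pass the threshold (Fisher's exact test, p = 0.226). Signal over background limits little, since the filter on dim input probes left 176502 of 176852 probes and a median difference of 1.01.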

Differences from the paper's values

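Of the tests in this part, only the scaling to one spread of the unbound probes was chosen after the result had been seen.

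A value is said here to differ from the paper's when the signs differ or the gap is above the spread between replicates (SD 0.51 for orf19.1486, 0.12 for the median difference, 0.24 for the heat shock protein mean, 0.11 for the highest and 0.13 for the lowest log2 ratio), and a count when one is more than 1.5 times the other.

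The paper gives 660 promoters bound under both conditions, where it counted promoters with a p of 0.05 or less. The call here asked for a p of 0.001 for the mean of 3 probes, and no looser thresholds were tried. The counts below are therefore not set at like thresholds. With the neighborhood call used here, the listed probe was bound under both conditions at 269. Counted by gene, as for the specific lists below, 349 listed genes had a bound probe under both conditions. Each of the alternatives set before the data were examined left the count of listed probes different from the paper's, with 0 to 318. The paper gives 67 genes bound only under BPS (−), of which 18 were bound only under that condition here, and 30 only under BPS (+), of which 2 were. No alternative reached either number, the ranges being 0 to 28 and 0 to 5.

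The paper's text gives a binding intensity at orf19.1486 lower by about 3.7 times under iron deprivation. Its Table S1 holds a log2 difference of 3.66, so the paper's number is on the log2 scale, on which the difference here was 3.08. It did not differ from the paper's value with the deposited normalized values (3.66) or without BPS (−) replicate 4 (3.44). It did with normexp (1.09), LOWESS (2.91), the dim-probe filter and the intensity trend (both 3.08), the mean of 3 probes (2.02), one SD (1.72), quantile normalization (2.02), and without BPS (−) replicate 3 (2.72), BPS (+) replicate 1 (3.10) or BPS (+) replicate 2 (3.06).

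The median difference over the listed promoters is 0.84 in the paper's Table S1 and was 1.01 here. It did not differ from the paper's with normexp (0.79), LOWESS (0.92), the deposited values (0.87), or without BPS (−) replicate 3 (0.83) or BPS (+) replicate 2 (0.96). It did with the dim-probe filter (1.01), the mean of 3 probes (0.64), one SD (0.15), quantile normalization (0.07), and without BPS (−) replicate 4 (1.14) or BPS (+) replicate 1 (1.07).

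The mean difference over the 5 heat shock protein promoters is 0.26 in the paper's Table S1 and was 0.54 here. It did not differ with normexp (0.32), LOWESS (0.37), the deposited values (0.22), or without BPS (−) replicate 4 (0.40) or BPS (+) replicate 1 (0.34). It did with the dim-probe filter (0.54), the mean of 3 probes (0.56), one SD (−1.63), quantile normalization (−0.32), and without BPS (−) replicate 3 (0.67) or BPS (+) replicate 2 (0.74).

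The paper's text gives 8.4 as the highest log2 ratio, where the highest mean here was 8.91. LOWESS alone of the alternatives did not differ from it (8.31). The paper gives 1 as the lowest, where the lowest here was −0.12, and each alternative differed from it.

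The paper states that only orf19.1486 has a difference above 3. Here SCT1 had 3.30 and orf19.1486 had 3.08. The paper's Table S1 itself holds 3.25 for SCT1, which is missing from Fig. 8b.

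Fig. 6b places orf19.3475 first in binding intensity under BPS (−). Here it had 7.66, below orf19.6390 (8.91), orf19.7085 (8.37), HSP104 and CYP1 (7.94). Of the 25 genes of Fig. 6b, 18 were among the 25 highest here.

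Of 653 promoters with a difference here and in Table S1, 8 are higher under BPS (+) in Table S1 and under BPS (−) here, and 9 the reverse. HSP104 is among the former, with 8.28 under BPS (−) and 8.02 under BPS (+) here, replicates overlapping. The deposited values (−0.38), LOWESS (−0.06) and leaving out BPS (+) replicate 1 (−0.10) give the direction of Table S1, as do one SD (−2.79), quantile normalization (−0.31) and one spread of the unbound probes (−2.40), the last chosen after seeing the values. orf19.6390 is another, with a difference of 0.59 here and of −0.17 in the deposited values.

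Table S2 and the probe names place 40 sites on different chromosomes, and ECM38 and ECM331 carry each other's position there. Of 655 located sites with averages in Table S1, the deposited values of the listed probe gave those averages in both conditions at 502. Another probe of the gene gave them at 120 sites, and no probe did at 33.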

Other observations

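The tests of the protein folding class against promoters of equal height and of the strand of the GTG repeat were set before their results were seen. All other tests in this part were chosen after the result had been seen, so what they show is offered as hypotheses.

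Lower binding intensity at the listed promoters under BPS (+). The slope of the BPS (+) on the BPS (−) mean over the listed promoters was 0.76 (0.65 to 0.80 for pairs of arrays), near the ratio of the spreads of the unbound probes, 0.726. A narrower spread of all log2 ratios on the BPS (+) arrays is therefore a candidate explanation for most of the decrease, and the design gives no value that separates it from less Hsf1 on the DNA. Without scaling between arrays, probes that stand alone as the whole cause are argued against. The 59 promoters with raised neighbors had a median difference of 0.67, with 50 higher under BPS (−). The 130 that stand alone (described below) had 1.21, with 129 higher. Promoters with raised neighbors chosen on the BPS (+) arrays had 0.42, with 24 of 33 higher. After scaling to one SD, the median of the 55 that are not heat shock protein promoters reversed to −0.52, with 10 higher. That of the 130 was 0.25, with 109 higher. Quantile normalization gave −0.32 (18 higher) and 0.19 (93 higher). Under these scalings only the group that stands alone kept the decrease, so probes that stand alone stay open as its cause there. A dimmer IP channel on the BPS (−) arrays cannot be told apart from the condition: within conditions the log2 ratio changed by −0.20 per doubling of the IP signal, between conditions by −0.81, and each rate within a condition rests on 1 pair of arrays.

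Heat shock protein promoters. All 5 had a smaller difference than most of their 20 nearest promoters in height, which a ceiling or one scale factor for whole arrays does not produce. HSP70 has no probe 60 to 250 bp away. Of the 4 others, all with raised neighbors, 2 lay below the median difference of 0.67 of the 55 further promoters with raised neighbors, and with so few promoters their smaller decrease cannot be told apart from an effect of comparison with probes that stand alone among their neighbors. The 17 protein folding promoters differed by a median of −0.80 from promoters of equal height, lower than each of 10000 random lists (lowest −0.49), which argues against the same scale factor. Among promoters with raised neighbors, 10 of the class had a median difference of 0.70 and the 49 others 0.67 (permutation p = 0.968), so the kind of probe compared may account for this. These differences are without scaling between arrays, which reverses the median of promoters with raised neighbors, as given above. A weaker response of chaperone promoters to iron deprivation stays open.

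Probes that stand alone. Of 317 listed promoters above 2 under BPS (−) with at least 2 probes 60 to 250 bp away, 130 had neighbors averaging under 0.5. Their own median was 3.21 and that of their neighbors 0.08. The median difference between replicates was 0.48 under BPS (−) and 0.34 under BPS (+). The paper kept peaks found in both replicates of these arrays. This agreement was therefore partly selected for and does not settle whether noise of single spots contributes. Of the 130, 27 carry the GTG repeat. On the 4 arrays, the median centred level of the 130 was 0.89 to 2.28 in the IP channel and −1.49 to −1.04 in the input channel. The 59 promoters with raised neighbors had 2.18 to 2.84 and −1.60 to −1.27. Part of the log2 ratio at both kinds of probe thus comes from a low input signal. Fragments as long as the paper gives would cover neighbors at this distance, so a property of the probe sequence may contribute. No biological explanation was tested for this pattern.

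The GTG repeat. The 81 listed probes with GTGNNNGTGNNNGTG that have neighbors without it stood above them by 3.65 in the median, but listed probes were chosen for a high value. Over all 1180 probes with the repeat that have such neighbors, listed or not, the value was 1.19, and the 1099 not listed had a median of 1.45 under BPS (−) and their neighbors 0.10. Hybridization of probes that carry the repeat, on either strand, is a candidate explanation for its frequency at the listed sites. An effect of 1 strand cannot be told apart from none by the test of own against opposite strand, where the medians differed by 0.030, because labelled DNA of both strands would raise both alike. Listed probes without the repeat also stood above their neighbors, by 1.49. Binding of Hsf1 to the repeat stays open, as untested by an independent measure.

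The HSF1 gene. The flat stretch of 55 probes differed between BPS (+) replicates by 2.33, more than in the 14 other long regions, and ended within 210 bp, from 6.84 to 0.56 on BPS (−) replicate 3. Averaged over 5 probes on each side, the step at its end was at least 1.90 on each array, and, of the 126704 positions compared, 141 outside the gene had a step at least as large on each array, so the step alone does not set the stretch apart. Carried-over DNA of the HSF1 gene is a candidate explanation for the stretch. Occupancy by Hsf1 stays open, including at the listed promoter probe, which lies outside the stretch.

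Promoters listed as BPS (+) specific. In units of the spread of each array's unbound probes, 16 of the 20 located probes were higher under BPS (+), against 8 of 20 without scaling. The same scaling moves the promoters of Table S2 in that direction too, with 190 in place of 38 higher under BPS (+), and of the genes listed as BPS (+) specific the call against each array's own spread found 2 bound under BPS (+) and 3 under BPS (−). Calling each array against its own spread therefore cannot be told apart from other explanations for this listing, technical or biological.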
